# Nutrient Limitation Causes Differential Expression of Transport- and Metabolism Genes in the Compartmentalized Anammox Bacterium *Kuenenia stuttgartiensis*

**DOI:** 10.3389/fmicb.2020.01959

**Published:** 2020-08-13

**Authors:** Marjan J. Smeulders, Stijn H. Peeters, Theo van Alen, Daan de Bruijckere, Guylaine H. L. Nuijten, Huub J. M. op den Camp, Mike S. M. Jetten, Laura van Niftrik

**Keywords:** anammox, planctomycete, anammoxosome, amtB, focA, narK, transcriptomics, nutrient limitation

## Abstract

Anaerobic ammonium-oxidizing (anammox) bacteria, members of the “*Candidatus* Brocadiaceae” family, play an important role in the nitrogen cycle and are estimated to be responsible for about half of the oceanic nitrogen loss to the atmosphere. Anammox bacteria combine ammonium with nitrite and produce dinitrogen gas via the intermediates nitric oxide and hydrazine (anammox reaction) while nitrate is formed as a by-product. These reactions take place in a specialized, membrane-enclosed compartment called the anammoxosome. Therefore, the substrates ammonium, nitrite and product nitrate have to cross the outer-, cytoplasmic-, and anammoxosome membranes to enter or exit the anammoxosome. The genomes of all anammox species harbor multiple copies of ammonium-, nitrite-, and nitrate transporter genes. Here we investigated how the distinct genes for ammonium-, nitrite-, and nitrate- transport were expressed during substrate limitation in membrane bioreactors. Transcriptome analysis of *Kuenenia stuttgartiensis* planktonic cells showed that four of the seven ammonium transporter homologs and two of the nine nitrite transporter homologs were significantly upregulated during ammonium-limited growth, while another ammonium transporter- and four nitrite transporter homologs were upregulated in nitrite limited growth conditions. The two nitrate transporters were expressed to similar levels in both conditions. In addition, genes encoding enzymes involved in the anammox reaction were differentially expressed, with those using nitrite as a substrate being upregulated under nitrite limited growth and those using ammonium as a substrate being upregulated during ammonium limitation. Taken together, these results give a first insight in the potential role of the multiple nutrient transporters in regulating transport of substrates and products in and out of the compartmentalized anammox cell.

## Introduction

Anaerobic ammonium-oxidizing (anammox) bacteria play a major role in the biological nitrogen cycle where they contribute significantly to oceanic nitrogen loss and are estimated to be responsible for up to 50% of the dinitrogen gas release to the atmosphere (Francis et al., 2007; Lam and Kuypers, 2011). In addition, they are applied in wastewater treatment for cost-effective and environment-friendly nitrogen removal (Kartal et al., 2010; Lackner et al., 2014). Anammox bacteria belong to the family *Brocadiaceae* and order *Brocadiales* and so far five different genera have been described: “*Ca.* Kuenenia,” “*Ca.* Brocadia,” “*Ca.* Anammoxoglobus,” “*Ca.* Jettenia,” and “*Ca.* Scalindua” (Jetten et al., 2009). Anammox bacteria are not genetically tractable and grow slowly, with reported doubling times ranging from days to weeks (Lotti et al., 2015; Zhang and Okabe, 2020). They are cultivated as enrichment cultures of up to 95% purity in bioreactor systems. Although anammox cells grow generally in larger cell aggregates, the “type strain” *Kuenenia stuttgartiensis* and *Brocadia sinica* can be cultivated as a planktonic enrichment culture (van der Star et al., 2008; Zhang and Okabe, 2017).

Anammox bacteria have a unique cell organelle, the anammoxosome, which occupies a major part of the cell volume (van Niftrik and Jetten, 2012). The anammox reaction takes place in the anammoxosome and is postulated to be coupled to energy conservation over the anammoxosome membrane (van Niftrik et al., 2008a, b; Neumann et al., 2014). The anammox reaction proceeds via three consecutive redox reactions (for a review see Kartal and Keltjens, 2016). First, a nitrite reductase performs the one-electron reduction of nitrite to nitric oxide. It is proposed that this step is carried out by distinct enzymes in different anammox species, more specifically the iron cytochrome cd1 NirS (*K. stuttgartiensis* and marine *Scalindua species*), the octaheme hydroxylamine oxidoreductase kustc0458 (*K. stuttgartiensis* RU1), or the copper containing NirK (*Jettenia caeni*) (Strous et al., 2006; Kartal et al., 2011b, 2013; Hira et al., 2012; van de Vossenberg et al., 2013; de Almeida et al., 2016; Speth et al., 2016; Hu et al., 2019).

The next step in the anammox reaction is the condensation of nitric oxide and ammonium with four electrons to produce hydrazine performed by the hydrazine synthase (HZS) (Dietl et al., 2015). Finally, hydrazine is oxidized to dinitrogen gas by the hydrazine dehydrogenase (HDH) (Maalcke et al., 2016; Akram et al., 2019a). The oxidation of hydrazine releases four low potential electrons that are proposed to be shuttled via soluble cytochromes to an electron transport chain in the anammoxosome membrane and ultimately back to the nitrite reductase and hydrazine synthase (Strous et al., 2006; Kartal et al., 2013; Kartal and Keltjens, 2016). The electrons would flow via an electron transport chain consisting of Rieske-heme *b* complexes (*bc*1 complexes) and a quinone pool in order to establish a proton motive force (and subsequent ATP synthesis) across the anammoxosome membrane. Some electrons are “lost” from the cycle to provide the reducing power for carbon fixation and assimilation, and these lost electrons are thought to be supplemented by the oxidation of nitrite to nitrate by the nitrite oxidoreductase Nxr. This produces the nitrate that is observed as an additional product when anammox bacteria are grown on nitrite and ammonium (van de Graaf et al., 1997; Kartal and Keltjens, 2016).

As the anammox reaction takes place in the anammoxosome, the substrates and products need to cross both the outer- and cytoplasmic membrane as well as the anammoxosome membrane. In other prokaryotes, ammonium-, nitrite- and nitrate transport is facilitated by dedicated transporter proteins that reside in the cytoplasmic membrane. Ammonium transport is mediated by the AmtB/Mep/Rh family of proteins that are found in all domains of life (Andrade and Einsle, 2007; McDonald and Ward, 2016). The ammonium transporter consists of a homotrimer and each monomer contains an ammonium channel (Zheng et al., 2004). In different members of the AmtB/Mep/Rh family, the substrate for transport may vary: NH_3_ for Rh family transporters and NH_4_^+^ or H^+^/NH_3_ for Amt and Mep transporters (Neuhauser et al., 2014; Wacker et al., 2014; Baday et al., 2015). GlnK P_*II*_ regulators modulate ammonium transporters by binding near the exit port and thereby blocking the transport channel when ammonium is present in high levels (Conroy et al., 2007; Gruswitz et al., 2007). These GlnK P_*II*_ regulators and AmtB transporters are conserved gene pairs in prokaryotes (Thomas et al., 2000; Coutts et al., 2002).

Nitrite transport is mediated via the formate/nitrite transporter (FNT) family, containing FocA, NirC and HSC transporters that are associated with formate, nitrite and hydrosulphide transport, respectively (Lu et al., 2013; Mukherjee et al., 2017). They all transport anions and different weak acids and transport is driven via proton binding, resulting in transfer of neutral substrate through the pore, similar to the mechanism proposed for AmtB transporters (Atkovska and Hub, 2017; Wiechert and Beitz, 2017a, b). Nitrate is transported via the NarK family transporters which are members of the Major Facilitator Superfamily (MFS) of transporters (Andrade and Einsle, 2013; Noinaj and Buchanan, 2014). Two NarK subtypes have been identified: the NarK1 type transporters are associated with nitrate assimilation and transport is thought to occur via nitrate/proton symport. The NarK2 type transporters are generally used during dissimilatory nitrate reduction and are thought to act as nitrate:nitrite antiporters. This would give them a double function of nitrate import and removal of the toxic nitrite produced by nitrate reduction (see Goddard et al., 2017 for review).

All published anammox (meta)genomes harbor multiple copies of ammonium, nitrite and nitrate transporters that could facilitate transport into- or out of the anammoxosome crossing several membrane bilayers (Strous et al., 2006; Speth et al., 2012; van de Vossenberg et al., 2013; Oshiki et al., 2015; Speth et al., 2015; Frank et al., 2018). The closed genome of the type strain *Kuenenia stuttgartiensis* MBR1 (Frank et al., 2018) encodes no less than seven AmtB-type ammonium transporter homologs, four P_*II*_ ammonium transport regulators (GlnK) and seven FNT-type transporters that are proposed to transport nitrite. There is also one annotated NirC-type nitrite transporter (Table 1). To transport nitrate out of the cell, two *narK* genes encoding nitrate transporters have been identified, both of which are of the NarK2-type and annotated as nitrate:nitrite transporters (Frank et al., 2018). In anammox bacteria, these may usually function in the opposite direction compared with other bacteria: exporting the by-product nitrate while simultaneously importing some additional nitrite as substrate for the anammox reaction. However the direction of transport will depend on the concentration gradients of nitrate and nitrite: Li et al. (2016) found that addition of nitrate to nitrite-stressed *Brocadia* cells alleviated nitrite toxicity, presumably via nitrate uptake coupled to nitrite export from the cell (Li et al., 2016).

**TABLE 1:** Nutrient transporter genes in the anammox bacterium *K. stuttgartiensis*.

Transporter	Prokka annotation*	Gene in *K. stuttgartiensis* MBR1*	Uniprot entry id	Homolog in *K. stuttgartiensis* RU1**
NH_4_^+^	amtB/amt1	KSMBR1_2086-conA	Q1PV65	kustc0381-xyl
	amt_1	KSMBR1_2627	Q1PX09	kustc1009
	amt_2	KSMBR1_2630	Q1PX06	kustc1012
	amt_3	KSMBR1_2632	Q1PX03	kustc1015
	amtb_2	KSMBR1_3866-HK	A0A2C9CK98	kuste3690-HK
	amtb_1	KSMBR1_3722-HK	A0A2C9CKL7	RU1_015c-HK***
	amt_4	KSMBR1_3716	A0A2C9CJU7	RU1_034***
P_*II*_ regulator	nrp_1	KSMBR1_2628	Q1PX08	kustc1010
	nrp_2	KSMBR1_2631	A0A2C9CHN5	kustc1014
	nrp_3	KSMBR1_3717	A0A2C9CKI9	Not identified
	nrp_4	KSMBR1_3718	A0A2C9CKK6	Not identified
NO_2_^–^/formate	focA_5	KSMBR1_3008	A0A2C9CL14	kusta0004
	Nar1 (focA_6)	KSMBR1_3009	Q1Q7F4	kusta0009
	focA_3	KSMBR1_1474	Q1PZF6	kustd1720
	focA_4	KSMBR1_1475	Q1PZF5	kustd1721
	focA_2	KSMBR1_1070	Q1Q1C7	kuste3055
	focA_1	KSMBR1_0300	Q1Q4Z9	kuste4324
	nirC	KSMBR1_0451	A0A2C9CBC5	
	HPP	KSMBR1_2720	Q1Q0U0	Kuste2872
	HPP	KSMBR1_1075	Q1Q1D1	Kuste3051
NO_3_^–^	narK_2	KSMBR1_3317	Q1Q683	kuste2335
	narK_1	KSMBR1_3299	A0A2C9CJD2	kuste2308

*Frank et al., 2018; **Strous et al., 2006, ***Speth et al., 2012.

The reason for the high number of homologous nutrient transporters in anammox bacteria is not yet known. We hypothesized that distinct transporter proteins are expressed under different growth conditions, i.e., the availability of the substrates ammonium and nitrite. Transporters with higher affinity would be upregulated upon low or limiting nutrient conditions. Nearly all previous transcriptome work in *K. stuttgartiensis* and in other anammox species has been performed under nitrite limitation with an excess of ammonium to prevent nitrite toxicity (de Almeida et al., 2011; Hu et al., 2013, 2019; Kartal et al., 2013; Neumann et al., 2014). The past body of work is therefore not fit to determine the influence of different nutrient limitations on the expression levels of transporters. In this paper, we tested the effect of ammonium- versus nitrite limitation on the expression level of the various genes encoding for nutrient transporters. Based on the results we discuss the redundancy in nutrient transport proteins in anammox bacterium *K. stuttgartiensis* MBR1.

## Materials and Methods

### Bacterial Growth

*Kuenenia stuttgartiensis* MBR1 was cultivated in a single cell membrane bioreactor (MBR) Applikon B.V. Schiedam, Netherlands) as described previously (Kartal et al., 2011a). The growth medium consisted of (per litre): 1.25 g KHCO_3_, 0.025 g NaH_2_PO_4_, 0.5 ml 1.2 M HCl, 0.15 g CaCl_2_⋅2H_2_O, 0.1 g MgSO_4_⋅7H_2_O and 6.25 mg FeSO_4_⋅7 H_2_O. The reactor volume was 2 L. The pH was maintained at 7.3 using 100 g/L KHCO_3_ buffer solution. To ensure an anaerobic system both the reactor and the main medium bottle were flushed with a mixture of Argon/CO_2_ (95%/5%) at 10 ml/min. Excess biomass was removed at 0.138 L per day, resulting in a dilution rate of 0.07 (doubling time of 10 days). For nitrite limited conditions, the reactor received 15 mmol/day NaNO_2_ and 7.5 mmol/day (NH_4_)_2_SO_4_, resulting in 15 mmol/day NO_2_^–^ and 15 mmol/day NH_4_^+^. For ammonium limited conditions, the NaNO_2_ load of the reactor was increased in two steps to 18 and finally to 21 mmol/day NaNO_2_, without changing the (NH_4_)_2_SO_4_ load. A secondary medium bottle containing all medium salts as described above but without NaNO_2_, only 5 mM (NH_4_)_2_SO_4_ and with reduced FeSO_4_⋅7 H_2_O (3.13 mg/L) to prevent precipitation, was used to add approximately 0.45 mmol (NH_4_)_2_SO_4_ per day. This allowed for fine tuning of the ammonium:nitrite ratio and enabled the nitrite levels to be kept below toxic levels, but between 2 and 20 mg/L (40 and 400 μM).

### Ammonium and Nitrite Determination

Nitrite and nitrate concentrations in the reactor were determined daily using MQuant^TM^ 10–500 mg/l nitrate detector strips (Merck KGaA, Darmstadt, Germany) during the operation of the bioreactor. Supernatants of reactor samples were used for accurate determination of nitrite and ammonium concentrations in the reactor. Nitrite concentrations were determined using the colorimetric Griess-reaction (Feigl and Amaral, 1958): 5 μl supernatant was mixed with 45 μl milliQ, 50 μl 1% sulfanilic acid in 1 M HCL and 50 μl 0.1% naphtylethylene diaminedihydrochloride in water. The solution was then incubated for 10 min at room temperature, and the absorbance was analyzed at a wavelength of 540 nm. MilliQ Water was used as a blank control.

Ammonium concentrations were determined using ortho-phtaldialdehyde (OPA), either by the colorimetric assay or the more sensitive fluorescence method (Taylor et al., 1974). For the colorimetric ammonium assay, 50 μl supernatant was mixed with 750 μl OPA reagent [0.54% (w/v) ortho-phthaldialdehyde, 0.05% (v/v) β-mercaptoethanol, and 10% (v/v) ethanol in 400 mM potassium phosphate buffer (pH 7.3)], incubated for 20 min at room temperature and absorbance at 420 nm was read using a SPEKTRAmax^TM^ plate reader (Molecular Devices, San Jose, California).

For the sensitive ammonium assay, 10 or 20 μl supernatant was mixed with 200 μl OPA reagent that had been diluted 10-times in 400 mM potassium phosphate buffer (pH 7.3). Samples were incubated in the dark for 20 min and fluorescence was measured using a Spark^TM^ plate reader (Biocompare, South San Francisco, California). Samples were shaken 5 s pre-measurement, with excitation and emission wavelengths at 411 and 482 nm, respectively.

### Sampling for Transcriptome Analysis

When the bioreactor had been growing in steady state for 8–25 days in either ammonium- or nitrite limited conditions, 2 ml samples were taken on three separate days and immediately centrifuged at room temperature for 2 min at 16,100 × *g*. The supernatant was removed, and the pellets snap-frozen in liquid nitrogen and stored at −80°C.

### RNA Isolation, Library Preparation, and Sequencing

From each of the 6 samples, total RNA was isolated using TRIzol^TM^ Reagent (Thermo Fisher Scientific, Waltham, United States) according to the manufacturer’s instructions with the exception that 100-fold higher cell numbers were used, since the recommended cell number resulted in very low to no RNA yields. The isolated RNA was treated with DNAse 1, as described and provided by the RiboPure^TM^ kit (Thermo Fisher Scientific, Waltham, United States). RNA was eluted in DEPC treated water in volumes between 20 and 25 μl of which 1–2 μl was used to quantify the isolated RNA. Concentrations ranged between 40 and 112 ng/μl and RNA Integrity Numbers (RIN) were between 8.9 and 9.4. Ribosomal RNA was partly removed using the MICROBExpress kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Although this kit removes most of the 23S rRNA, it does not remove the 16S rRNa of *K. stuttgartiensis* efficiently. RNA was fragmented to 260 bp fragments, cDNA was synthesized, adapters (including barcodes) were ligated and cDNA was amplified using the TruSeq stranded mRNA Library Prep Kit v2, according to the protocol supplied by the manufacturer (Illumina, San Diego, CA, United States). The 6 barcoded cDNA libraries were pooled prior to sequencing, which was performed with the Illumina MiSeq^®^ sequencer (Illumina, San Diego, CA, United States) using the 150 bp sequence chemistry and the Miseq Reagent Kit v3 (Illumina, San Diego, CA, United States).

### RNA and cDNA Quantification

RNA and cDNA were quantified using the Qubit^TM^ RNA HS Assay Kit and dsDNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, United States), respectively. The quality and size distribution of the RNA before and after rRNA removal, and of the cDNA libraries was determined using the Agilent 2100 Bioanalyser with the Agilent RNA 6000 Nano Kit and the high sensitivity DNA kit (Agilent technologies, Santa Clara, CA, United States), respectively. The cDNA fragments in the libraries peaked around the recommended 260 bp.

### Sequence Reads Analysis

The number of sequencing reads per sample varied between 1.4 and 4.8 million with an average read length of 137 bp. CLC Genomics Workbench 11.0.1 (Qiagen bioinformatics, Denmark) was used to trim reads using the following settings: quality limit was set to 0.01, with a maximum of 2 ambiguous nucleotides, no adapter trimming, and removal of 10 nucleotides at the 5′ and 5 nucleotides at the 3′ end. Reads smaller than 50 bp were discarded. The number of reads left after trimming varied between 1.3 and 4.5 million with an average read length of 118 bp. Non-mRNA sequences were removed by mapping the reads to all non-coding RNAs obtained from the *K. stuttgartiensis* MBR1 genome (Frank et al., 2018). The non-mapped reads, consisting of the mRNA reads, were subsequently mapped to the annotated *K. stuttgartiensis* MBR1 genome and mapping results were expressed in RPKM values (Reads Per Kilobase gene per Million mapped reads). Average RPKM values were calculated for the triplicate samples per condition. For differential expression analysis a Wald test was performed using DEseq2 in R and adjusted p-values were calculated, taking into account the false discovery rate (Love et al., 2014). Genes with significant changes in expression between ammonium and nitrite limited growth conditions were selected using the following three criteria: (1) mean of normalized counts (basemean values) > 4, (2) log2foldchange > 0.58 or < -0.58 (i.e., a difference in expression of more than 1.5-fold), and (3) adjusted *p* < 0.05. Assignment of *K. stuttgartiensis* MBR1 genes to Clusters of orthologous groups (COG) was performed at NCBI using the Conserved Domain Search Service (Marchler-Bauer and Bryant, 2004).

### Nucleotide Sequence Accession Number

The transcriptome sequences were deposited at NCBI in the Gene Expression Omnibus (GEO) under accession number GSE148825.

## Results and Discussion

### Nitrite and Ammonium Limited Growth of *K. stuttgartiensis* MBR1

The expression of the multiple ammonium, nitrite and nitrate transporters encoded in the genome of *K. stuttgartiensis* MBR1 was studied under ammonium- and nitrite limited growth conditions. Hereto, we set up and optimized *K. stuttgartiensis* cultivation in a dedicated bioreactor system. The experiment was started with cultivation of planktonic *K. stuttgartiensis* cells in a membrane reactor with 15 mM nitrite and ammonium, resulting in nitrite limited conditions, a steady state cell density of OD_600_ 0.6 and a doubling time of 10 days. To obtain ammonium limited conditions, we increased the nitrite concentration in the medium over 2 days in two steps, via 18–21 mM nitrite, while maintaining the doubling time at 10 days and maintaining the cell density at OD_600_ 0.6. Reaching a stable steady state under ammonium limited conditions is more challenging, as the excess nitrite left in the medium can cause cell stress and toxicity and the onset of biofilm formation. We found that reducing cell densities in the reactor helped to avoid biofilm formation. Therefore, for this experiment we cultivated *K. stuttgartiensis* at a lower cell density than we usually do in our maintenance bioreactor that is run at OD_600_ 1.2. To avoid toxicity and biofilm formation, the reactor was carefully monitored for nitrite build up. A separate medium, containing 5 mM ammonium but no nitrite, was pumped into the reactor to maintain the concentration of nitrite in the reactor between 40 and 400 μM while keeping the ammonium concentration at 0 mM. Despite careful fine-tuning, it proved difficult to maintain the cell density at a steady state for more than 1 month. Several times the reactor lost biomass with concomitant increase in ciliates in the reactor, presumably consuming the *K. stuttgartiensis* cells. Also, the cells in the reactor occasionally still started producing biofilm resulting in loss of optical density.

### Transcriptomes of *K. stuttgartiensis* MBR1 Under Nitrite and Ammonium Limited Conditions

We used transcriptomics to investigate and compare differential gene expression under the two growth conditions. 

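RNA from 3 samples of each growth condition was sequenced as a stranded, barcoded library per sample. All samples came from 1 membrane bioreactor of 2 L holding planktonic cells of the anammox bacterium K. stuttgartiensis MBR1, which oxidizes ammonium with nitrite in a membrane-bound compartment, the anammoxosome. In nitrite limitation the reactor received 15 mmol NaNO2 and 7.5 mmol ammonium sulfate per day, and in ammonium limitation 21 mmol NaNO2, the same main load of ammonium sulfate and about 0.45 mmol more from a secondary medium. The doubling time was 10 days in both. The ammonium limited samples were taken later in the run of the reactor than the nitrite limited ones (Figure 1A), so time and condition cannot be told apart. The authors trimmed the reads, removed those of non-coding RNAs, mapped the rest to the annotated genome in CLC Genomics Workbench, expressed each gene as RPKM and averaged the 3 samples of a condition. The values analysed here are those averages for 4095 genes, given with no SD and as the authors' means. The spread between samples cannot be seen from an average, so no difference computed here has a replicate check. The paper's own DESeq2 results, which rest on the single samples, are quoted as the paper's. The 3 samples of a condition were taken on separate days from the same reactor, so they are not independent cultures. The depth of each library was recovered from the low averages, each value times the gene length being taken as a depth-weighted sum of whole reads from 3 libraries. It was 248113, 173905 and 171992 mapped reads in ammonium limitation and 562241, 214779 and 182946 in nitrite limitation, and which library belongs to which sample is not known. With these depths, 81.7% of 459 low values in ammonium limitation and 81.4% of 473 in nitrite limitation came out as whole reads within their rounding, against at most 1.37% and 1.98% when the gene lengths were permuted. The paper gives 1.3 to 4.5 times 1000000 reads per sample after trimming. The RPKM values, and the depths given here, count only mapped reads left after removal of those of non-coding RNAs, which the paper takes as mRNA reads. They still hold a transfer-messenger RNA, KSMBR1_2419, with 5.65% of reads in ammonium limitation and 6.49% in nitrite limitation. For each gene a log2 ratio was computed as log2(RPKM + 4) in ammonium limitation minus the same in nitrite limitation, so that a positive value is higher in ammonium limitation. The pseudocount of 4 makes the ratios of low genes smaller. The median ratio of the 2991 genes with a mean of at least 10 RPKM was -0.34, which is 1.27-fold higher in nitrite limitation, and it was subtracted from every ratio. Values of RPKM and folds of RPKM are given without that subtraction. A gene counts as higher in a condition when its log2 ratio is beyond 0.58, the size the paper uses. Each interval given for a log2 ratio is a 95% Clopper-Pearson interval from the estimated reads of the gene. The interval leaves out the pseudocount, so at low values the log2 ratio can lie off its centre. It covers counting error only, not the differences between cultures. Positions are those of the MBR1 genome in RefSeq, in which 3781 of the 4095 genes were matched by locus tag.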

Gene expression of cells grown under nitrite- versus ammonium limited continuous culture conditions was compared using triplicate samples for each condition (Figure 1A). Before analysis the reads mapping to 53 structural RNA (rRNA, sRNA, and tRNA) genes were removed from the data set. 

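The genes without transcripts were unevenly placed along the chromosome. The longest stretch, KSMBR1_0877 to KSMBR1_0905, held 29 neighbouring genes listed at 0 RPKM in both conditions, of which 27 have no homologue listed in strain RU1. KSMBR1_2309 to KSMBR1_2330 was a stretch of 22 such genes and KSMBR1_1955 to KSMBR1_1972 one of 18. Stretches of at least 10 genes held 225 of the genes at 0, and in 1000 random orders of the genes the longest stretch was 9. Of all genes in the file, 707 were listed at 0 in both conditions, and 660 remained after the 47 tRNA and rRNA genes, all at 0, were set aside. A value of 0 means no read in any of the 3 libraries of a condition, and a transcript below that depth would not have been seen.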

Of the total of 4095 (minus the 53 structural RNA genes) annotated *K. stuttgartiensis* MBR1 genes, transcripts of 654 genes were not detected in either ammonium or in nitrite limited growth conditions. Over half of these genes (474) were annotated as hypothetical protein or putative ORF and 36 genes were either insertion elements or annotated as (putative) transposases. 

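Most genes of transposases, which move insertion elements within a genome, had few or no reads assigned to them. Of 63 genes of transposases and insertion elements, 14 had a mean of at least 10 RPKM. Their median log2 ratio was -0.05, at the 44.6th percentile of 10000 random lists matched on expression, with 1 gene higher in ammonium limitation and 2 higher in nitrite limitation (3 without subtraction of the all-gene median). Members with reads included KSMBR1_2582 at 350.6 RPKM in ammonium limitation and 462.1 RPKM in nitrite limitation, and istA, a transposase of the IS21 type, at 165.0 and 224.4 RPKM. KSMBR1_2582 is 1 of 9 MBR1 genes with the same listed RU1 homologue, so its value as a single gene is uncertain. By annotation, 474 of the genes without reads encode hypothetical proteins or putative ORFs and 36 belong to transposases or insertion elements. Without genes that share their RU1 homologue with another MBR1 gene, 4 genes were left to compare and none of them passed the size limit.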

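Among the genes with reads in a single condition, 1 unbroken stretch of neighbours stood out by its length. The 11 neighbouring genes KSMBR1_2291 to KSMBR1_2301, from position 2482702 to 2493247, had 3.4 to 18.5 RPKM in nitrite limitation and were all listed at 0 in ammonium limitation. None of them has a homologue listed in strain RU1, and the longest stretch of nitrite-only genes in 1000 random gene orders was 4. The next stretches, KSMBR1_3454 to KSMBR1_3456 and KSMBR1_3827 to KSMBR1_3829, held 3 genes each. Only directly adjacent genes were counted. Other nitrite-only genes lay close together with gaps between them, such as KSMBR1_1228, KSMBR1_1230, KSMBR1_1231, KSMBR1_1234, KSMBR1_1237 and KSMBR1_1240. Across the file, 3179 genes had reads in both conditions, 151 in nitrite limitation alone and 58 in ammonium limitation alone. The nitrite limited libraries held 1.62 times as many reads. When at least 3 reads were required, a limit chosen after the data were seen, 54 genes were left in nitrite limitation and 16 in ammonium limitation, and with more than 4 RPKM taken as detected the groups were 143 and 89.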

Of the genes that were expressed, 3179 were expressed in both growth conditions; 58 genes were only detected during ammonium limited growth; and 151 were only detected during nitrite limited growth (Figure 1B). The 58 genes that were expressed only during ammonium limitation showed very low to medium expression levels (average 12 and a maximum expression of 58 RPKM). 

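KSMBR1_0857, a hypothetical gene of 132 bp, had the highest value among the genes seen in ammonium limitation alone, 58.4 RPKM, which corresponds to 4 reads over the 3 libraries. The median of these genes was 8.2 RPKM, the mean 12.0 RPKM, and 48 of them were above 4 RPKM. Hypothetical proteins and putative ORFs made up 45 of them. Whole reads were recovered for 38 of the genes. Among these, 18 had a single read, 4 had at least 5 and the largest number was 10. For 25 the reads came from 1 library, and for 3 from all libraries. The rule of recovery leaves out genes with many reads, and KSMBR1_3908, of 918 bp and at 43.4 RPKM, is not among the 38. At this depth most of the genes with recovered reads cannot be distinguished from genes at a similar low level in both conditions.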

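Among the annotated genes seen in ammonium limitation alone were genes annotated for the flagellum. The gene flhA_6, of 246 bp, had 21.0 RPKM from 3 reads. It is the last of the neighbouring genes flhA_1 to flhA_6. All of them are annotated as similar to FlhA, of the export gate through which flagellar proteins leave the cell. Its neighbours flhA_3, flhA_4 and flhA_5 had reads in both conditions, while flhA_2, of 156 bp, had reads in nitrite limitation alone. Whether these short neighbours are separate genes or pieces of 1 gene was not tested. Opposite directions of flhA_2 and flhA_6 therefore cannot be read from them. The gene fliA_2, named for the sigma factor of late flagellar genes, had 15.8 RPKM. KSMBR1_1681, a symporter, stood at 19.5 RPKM and the nucleotidyltransferase KSMBR1_3147 at 17.6 RPKM. The replication gene dnaE_3 had 12.1 RPKM and rub_1, for the electron carrier rubredoxin, 8.4 RPKM, each from 1 read. The transposase KSMBR1_4017 had 7.3 RPKM, with all of its 7 reads in 1 library. It is 1 of 6 MBR1 genes with the same listed RU1 homologue, so its value as a single gene is uncertain. Of the genes seen in ammonium limitation alone, 13 carry an annotation other than hypothetical protein or putative ORF, and the 7 given here with their RPKM were above 4 RPKM.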

Only seven of these genes were annotated, of which two genes involved in flagellum biosynthesis, a gene containing a DNA polymerase 3 finger domain, and rubredoxin gene *rub_1*, had expression levels above 4 RPKM (Supplementary File 1). The 151 genes that were expressed only during nitrite limited conditions also had low to medium expression levels (average 12 and a maximum of 79 RPKM). 

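The highest value seen in nitrite limitation alone belonged to the transposase gene tnpA_23, at 79.2 RPKM, which is 1 of 6 MBR1 genes with the same listed RU1 homologue. The median of these genes was 7.4 RPKM and 105 were above 4 RPKM. Whole reads were recovered for 93 of them, of which 43 had a single read, 12 had 2 and 24 had at least 5. The largest number among the 93 was 16. The rule of recovery leaves out genes with many reads, and tnpA_23 and KSMBR1_3122, at 79.2 and 76.3 RPKM, are not among the 93. Within the 93, reads came from 1 library for 54 genes and from all libraries for 18.

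**Figure D1:**
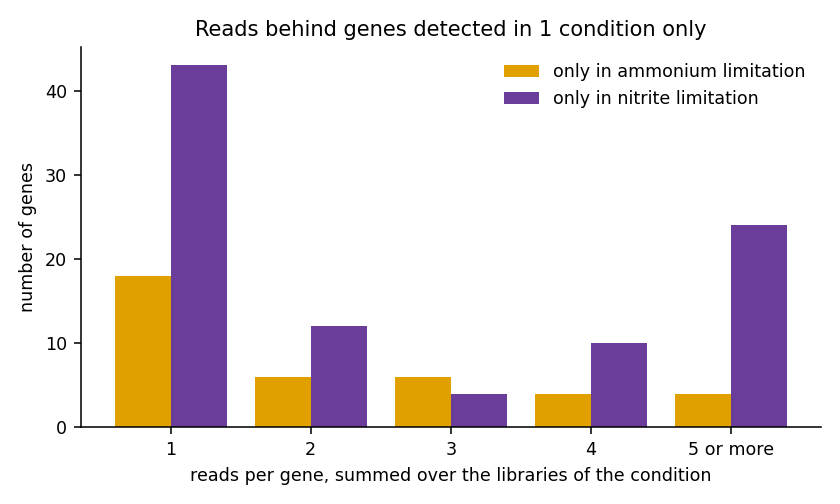
Number of genes (y axis) by the number of reads recovered over the 3 libraries of a condition (x axis), for genes listed at 0 in the other condition. Yellow bars are genes seen in ammonium limitation alone and purple bars those seen in nitrite limitation alone. Single reads are the most frequent class in both, with 18 and 43 genes. Genes with many reads are left out by the rule of recovery.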

Only 23 of these genes were annotated and 18 had an expression of > 4 RPKM or more (Supplementary File 1). These included four transposon-like elements, a flagellar biosynthesis gene, and rubredoxin gene *rub_2*. 

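Transposases aside, the highest annotated genes of this group differed in kind, while some of lower RPKM belong together. The gene malP_1, annotated as a fragment of maltodextrin phosphorylase, had 29.1 RPKM in nitrite limitation and the DNA methyltransferase gene dcm 28.3 RPKM. The gene fixS, which takes part in the maturation of cbb3-type cytochrome oxidases, had 25.9 RPKM from 3 reads. The DNA repair gene recN_3 had 23.0 RPKM, with all 5 of its reads in 1 library. The genes rfbE_4, KSMBR1_2295 and wcaG_2, at 18.5, 15.5 and 11.8 RPKM, lie in the stretch KSMBR1_2291 to KSMBR1_2301 and are annotated as similar to enzymes that make deoxysugars and amino sugars. The neighbours alsD and aldB, both annotated as alpha-acetolactate decarboxylase, had 8.2 and 5.3 RPKM from only 1 and 2 reads. All of these were listed at 0 in ammonium limitation. In total 33 genes carried an annotation other than hypothetical protein or putative ORF, and 23 of those were above 4 RPKM.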

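The gene flhA_2, of 156 bp and annotated as similar to FlhA like its neighbour flhA_6, had 16.2 RPKM in nitrite limitation. The rubredoxin gene rub_2 had 11.5 RPKM from 1 read in nitrite limitation, for which the interval of its log2 ratio has no lower bound and reaches 6.02 on the side of ammonium limitation. Among the transposases of this group, KSMBR1_1411 had 17.2 RPKM and tnpA_8 6.2 RPKM. With 1 read, no difference between the conditions was detectable for rub_2.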

Rubredoxins are iron containing electron carriers. They were recently found to be expressed in *Brocadia sinica* when grown using an electrode instead of nitrite as terminal electron acceptor and they were proposed to shuttle electrons from the anammoxosome to the exterior (Shaw et al., 2020). *K. stuttgartiensis* encodes three rubredoxin genes and the third gene, KSMBR1_2919, is expressed at around 300 RPKM in both nitrite and ammonium limited conditions so this gene may encode the dominant rubredoxin present in the cell. It is unclear at present what the role of the rubredoxins is in ammonium- and nitrite-limited growth conditions.

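KSMBR1_2919, the rubredoxin gene at position 3136991 to 3137152, had 278.2 RPKM in ammonium limitation and 360.4 RPKM in nitrite limitation. Its log2 ratio was -0.02 (interval -0.78 to 0.71). It is a gene of 162 bp, so these levels stand for about 26 and 44 reads. Of the 3 rubredoxins it is the only one with a mean of at least 10 RPKM, and it passed the size limit in neither direction.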

**FIGURE 1:**
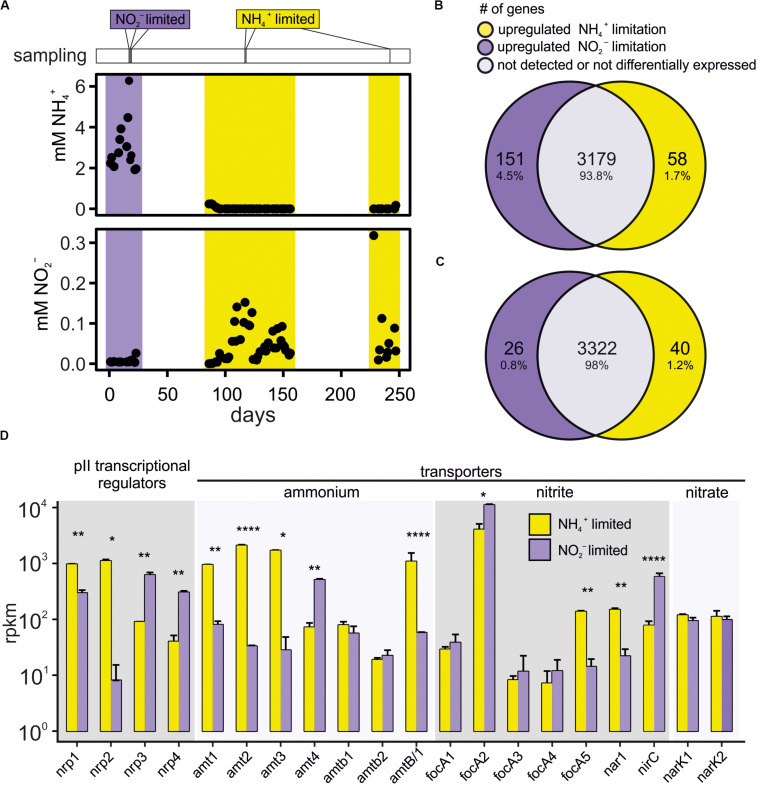
**(A)** Measured ammonium and nitrite levels in the *K. stuttgartiensis* MBR1 bioreactor and sampling times for transcriptomic analyses, indicated with vertical lines above the graph. **(B)** Venn diagram showing the number of genes that were exclusively expressed during either ammonium- (yellow) or nitrite-limitation (purple), and the genes that were expressed in both conditions. **(C)** Venn diagram showing only the genes significantly upregulated > 1.5-fold in either ammonium- (yellow) or nitrite-limitation (purple). The overlap includes all genes with either (1) very low expression levels (basemean < 4), or (2) expression levels that were within 1.5-fold change between ammonium- and nitrite limited conditions, or (3) with changes in expression levels that were below the significance level (padj > 0.05). Note that the 707 genes not expressed in either condition are not included in the Venn diagrams. **(D)** Bar graph of P_*II*_ regulator genes (nrp1-4), ammonium transporter genes (amt1-4, amtb1-2, and amtB/1), nitrite transporter genes (focA1-5 and nar1), nitrate transporter genes (narK1-2) and their expression levels under both ammonium- (yellow) and nitrite (purple) limited growth. Statistical significance ns: *p = 0.05, **p = 0.01, ****p = 0.0001. RPKM values corresponding to each bar are shown in Supplementary File 2.

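Some genes of unknown function were abundant or differed strongly between the conditions. KSMBR1_3600, a hypothetical gene beside a hydrazine synthase copy, had 17051.9 RPKM in ammonium limitation and 4896.5 RPKM in nitrite limitation, and the paper's DESeq2 log2 fold change is 2.18 (standard error 0.166, adjusted p = 5.64e-37). KSMBR1_3419, another hypothetical gene, had 706.3 against 148.9 RPKM. Among genes with a known product, the chitobiose phosphorylase gene chbP, for the breakdown of a chitin disaccharide, had 481.2 against 291.3 RPKM. On the side of nitrite limitation, KSMBR1_3436, with a domain of a type found in bacterial surface proteins, had 116.8 RPKM against 8.6 RPKM. Among the 2991 genes compared, 475 were higher in ammonium limitation and 342 in nitrite limitation by the size limit, and 2174 lay within it. Without subtraction of the all-gene median these counts were 262 and 889, so the direction of the majority turns with that choice. Supplementary File 2 of the paper calls 66 genes. All 66 passed the size limit here in the direction the paper gives, with log2 ratios from 0.62 to 6.82 in ammonium limitation. The paper called them on the same samples with the same size limit, so this match is not independent evidence. Without subtraction of the all-gene median, 37 of the 40 genes called in ammonium limitation passed it, and KSMBR1_0703, KSMBR1_3082 and KSMBR1_3083 did not. None of these counts has a replicate check.

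**Figure D2:**
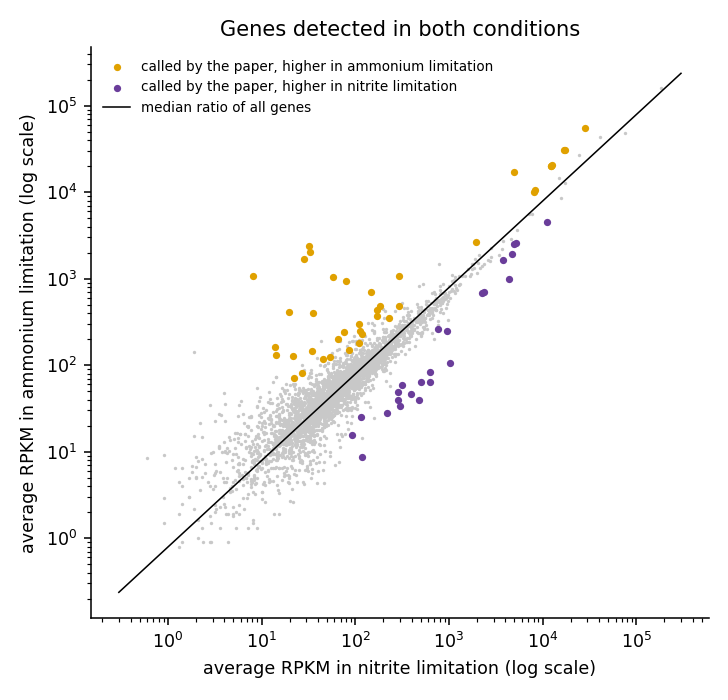
RPKM in ammonium limitation (y axis, log scale) against RPKM in nitrite limitation (x axis, log scale) for genes with reads in both conditions. Genes that the paper calls are in yellow (higher in ammonium limitation) and purple (higher in nitrite limitation), the others in grey, and the line marks the median ratio of the genes with a mean of at least 10 RPKM. The called genes stand away from the line, on both sides, over the range of expression. Of the 66 called genes, 2 are not shown because they are listed at 0 in ammonium limitation.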

Of the genes that were expressed in both conditions, we found 40 genes significantly upregulated during ammonium limited growth versus 26 genes during nitrite limited growth (Figure 1C and Supplementary File 2). 

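In Supplementary File 2, which assigns the called genes to orthologous groups, energy production and conversion (C) has 4 genes higher in ammonium limitation, nuoD, nuoE_4, nuoF_2_2 and nuoN_1 of NADH dehydrogenase. It has 4 higher in nitrite limitation, nirF of heme d1 synthesis and the hypothetical genes KSMBR1_0445, KSMBR1_0450 and KSMBR1_2162. The 3 genes of inorganic ion metabolism (P), amtB/amt1, focA_5 and hzsB_3, were higher in ammonium limitation. Signal transduction (T) has the histidine kinase fixL_1, at 70.8 against 22.3 RPKM, and KSMBR1_3720, at 395.9 against 35.1 RPKM, in ammonium limitation and KSMBR1_1073 in nitrite limitation. Together 14 of the 19 assigned genes fell in these groups, and 47 of the 66 had none. Hypothetical genes made up 10 of those called in ammonium limitation and 11 in nitrite limitation. These numbers are too small for a test of enrichment, and none was run.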

When assigned to categories of orthologous groups, these genes mainly cluster in C (energy production and conversion), P (inorganic metabolism, including the nutrient transport genes) and T (signal transduction) (Supplementary Figure 1). Most genes (2950) were not assigned to any orthologous group, similar to reports for other anammox species (van de Vossenberg et al., 2013; Bagchi et al., 2016).

Many of the differentially expressed genes were organized in operon-like structures (Figure 2). 

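The 6 genes from amt_1 to amt_3, which encode ammonium transporters, their PII regulators and a hypothetical protein, were all higher in ammonium limitation, with a median log2 ratio of 5.26. That median was at the 100th percentile of random lists. The paper chose this group on the same samples, so its direction is not independent evidence. Of the genes called by the paper, 47 have a called gene as a direct neighbour.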

Of the putative operons that were significantly upregulated in nitrite limited conditions, one contained nitrite transporter gene *focA_2* and another ammonium transporter gene *Amt_4* (Figures 2BII,V) and three code for enzymes involved in nitrite metabolism (Figures 2BI,III,IV). 

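In the cluster that holds the nitrite transporter gene focA_2, all 6 genes were higher in nitrite limitation, with a median log2 ratio of -1.40, below all random lists. KSMBR1_1074, a hypothetical gene, had 4340.8 RPKM in nitrite limitation against 980.8 RPKM, a log2 ratio of -1.80 (interval -1.93 to -1.67). KSMBR1_1073, annotated as a histidine kinase, had 2394.2 against 704.2 RPKM, and KSMBR1_1072, at 2234.9 RPKM in nitrite limitation, was 3.31-fold higher there. KSMBR1_1071 had 758.6 against 325.6 RPKM and was not called in the paper. The neighbour on the other side of focA_2, yxaL_1, did not share this difference, at 103.1 and 82.3 RPKM. The cluster was chosen by the paper on these samples.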

Putative operons that were significantly upregulated in ammonium limited conditions, contained nutrient transporter genes (Figures 2BVI,VIII,X), one contained *nuo* genes that encode NADH dehydrogenase subunits (Figure 2BVII, see also below), and two contained in total all three copies of the hydrazine synthase cluster (Figures 2BIX,XI, see also below). A seventh putative operon contained a gene encoding Hsp20/alpha crystallin family protein, a Yfdx protein with unknown function and a Do/DeqQ family serine endopeptidase.

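Genes close to each other on the chromosome, a protease gene and genes of unknown function, were higher in ammonium limitation. The protease gene htrA_4, of the Do/DegQ family that degrades misfolded proteins in the cell envelope, had 298.8 RPKM in ammonium limitation and 109.5 RPKM in nitrite limitation, a log2 ratio of 1.76. The YfdX gene KSMBR1_4084 had 369.1 against 168.8 RPKM (1.45, interval 1.15 to 1.79) and KSMBR1_4085, annotated as hypothetical, 201.8 against 65.8 RPKM (1.90, interval 1.22 to 2.83). Their hypothetical neighbours KSMBR1_4083 and KSMBR1_4086, which the paper does not call, had log2 ratios of 1.01 and 1.17. The paper's DESeq2 log2 fold changes are 1.81 (standard error 0.341, adjusted p = 8.29e-06) for htrA_4, 1.52 (standard error 0.311, adjusted p = 7.33e-05) for KSMBR1_4084 and 1.99 (standard error 0.584, adjusted p = 0.0257) for KSMBR1_4085.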

**FIGURE 2:**
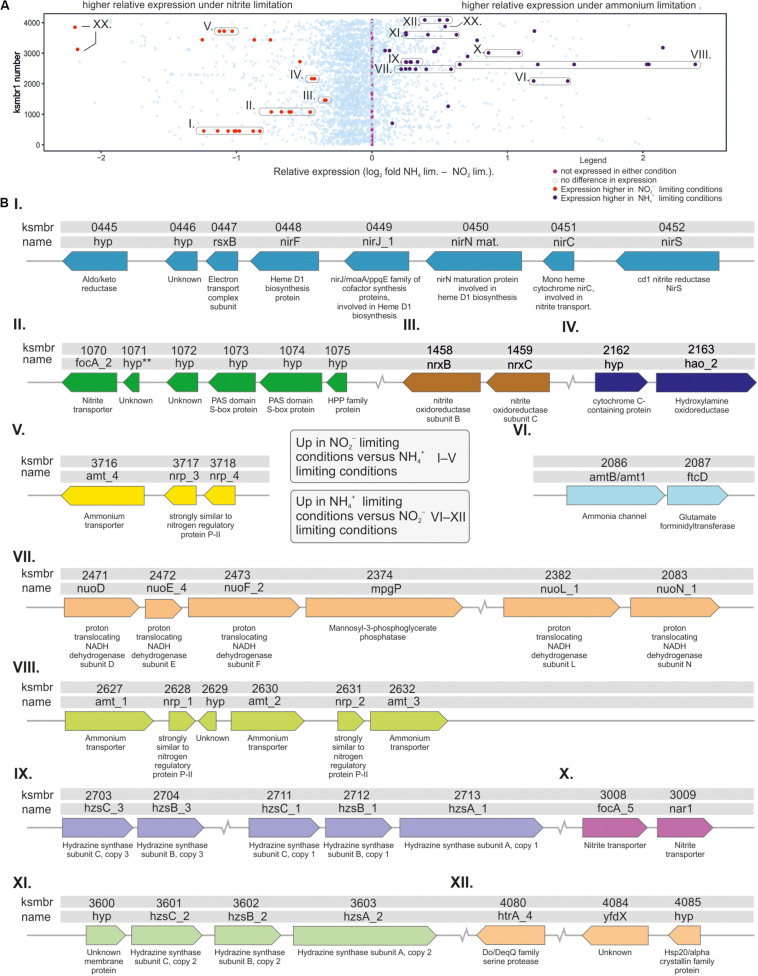
Schematic representation of *K. stuttgartiensis* MBR1 genes that are either up- or downregulated in response to ammonium- or nitrite-limiting bioreactor growth conditions. **(A)** graph showing all genes as dots on vertical line, with the relative expression on the y-axis. Genes indicated in translucent blue were either not significantly expressed, or not significantly different between the two conditions. Genes indicated in purple were expressed at a significantly higher level in response to ammonium limitation compared to nitrite limitation. Genes indicated as red dots were expressed at a significantly higher level in response to nitrite limitation when compared to ammonium limitation. Circles were drawn around genes that are in very close genomic proximity. XX = KSMBR1_3177, KSMBR1_3122, and KSMBR1_3846. **(B)** Synteny and description of genes that were expressed at a significantly different level between nitrite- and ammonium-limiting conditions. Roman numerals I–V indicate genes that were expressed relatively more during nitrite-limiting conditions, and roman numerals VI–XII indicate genes expressed relatively more during ammonium-limiting conditions.

### Ammonium Transporters

Of all seven *K. stuttgartiensis* MBR1 ammonium transporters the *amt_*1 (KSMBR1_2627), *amt_*2 (KSMBR1_2630) and *amt_*3 (KSMBR1_2632) cluster (Figure 2BVIII), and *amtB*/*amt*1 (KSMBR1_2086, Figure 2BVI) were significantly upregulated in response to ammonium limitation. 

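The ammonium transporter gene amt_2 had 2031.5 RPKM in ammonium limitation and 33.1 RPKM in nitrite limitation, a 61.4-fold difference. Its neighbour amt_3 was 59.8-fold higher, at 1681.0 against 28.1 RPKM, and amt_1 11.7-fold higher, at 936.7 against 80.1 RPKM. The Rh-type gene amtB/amt1, which lies apart from them at position 2278850 to 2280607, had 1054.0 against 57.6 RPKM, an 18.3-fold difference. The log2 ratios were 6.12 (interval 5.79 to 6.82) for amt_2, 6.06 for amt_3, 3.83 for amt_1 and 4.45 for amtB/amt1. The paper's DESeq2 log2 fold changes are 6.31 (standard error 0.299, adjusted p = 1.28e-95) for amt_2, 6.25 (standard error 0.321, adjusted p = 1.41e-81) for amt_3, 3.94 (standard error 0.248, adjusted p = 1.94e-54) for amt_1 and 4.56 (standard error 0.251, adjusted p = 3.08e-71) for amtB/amt1. Of the 7 ammonium transporters, 5 were higher in ammonium limitation, 1 was higher in nitrite limitation and 1 was neither. The count in ammonium limitation is 4 without subtraction of the all-gene median. The median log2 ratio of the 7 genes is that of amt_1, at the 100th percentile of random lists matched on expression.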

The *amtB/amt1* gene has an additional N-terminal concanavalin A-like domain as found in β-xylosidases (Jordan and Wagschal, 2010), that is transcribed with the amtB part of the gene as one transcript (data not shown). Concanavalin A is a lectin, but it is unclear at present whether its role in the AmtB/amt1 protein is indeed carbohydrate binding. The *amtB/amt1* homolog was previously identified as one of the rare prokaryotic Rh members of the AmtB/Mep/Rh transporter family. In the ammonia oxidizer *Nitrosomonas europaea*, which lacks AmtB transporters, this Rh homolog is used to transport ammonium into the cell (Lupo et al., 2007; Weidinger et al., 2007; Matassi, 2017). However, the function of the AmtB/amt1 in *K. stuttgartiensis* remains to be elucidated.

In response to nitrite limitation the ammonium transporter *amt_4* (KSMBR1_3716, Figure 2BV) was significantly upregulated (Figure 1D), reflecting results obtained for ammonium limited *Scalindua brodae* (Russ et al., 2019). 

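The transporter gene amt_4, at position 4006612 to 4008006, went the other way, with 509.2 RPKM in nitrite limitation and 63.7 RPKM in ammonium limitation. This is a 7.99-fold difference and a log2 ratio of -2.58 (interval -3.11 to -2.25), from about 537 and 51 reads. The paper's DESeq2 log2 fold change is 2.60 towards nitrite limitation (standard error 0.313, adjusted p = 2.16e-14). Downstream of its regulators, the response regulator gene atoC_10 had 50.2 against 28.0 RPKM, with an interval from -1.24 to 0.26 that includes 0.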

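The 2 transporter genes fused to a histidine kinase domain, the sensor part of 2-component systems, had the lowest means of the ammonium transporters over the 2 conditions. The gene amtb_1 had 74.0 RPKM in ammonium limitation and 55.9 RPKM in nitrite limitation, and amtb_2 had 15.1 and 22.3 RPKM. The log2 ratio of amtb_1 was 0.73 (interval 0.25 to 1.26) and passed the size limit, but it was 0.38 and within the limit without subtraction of the all-gene median. That of amtb_2 was -0.12 (interval -1.09 to 0.68), so a moderate difference in either direction was not detectable at about 17.8 and 34 reads.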

The two ammonium transporters with histidine kinase domains, *amtb_*1 (KSMBR1_3722) and *amtb_*2 (KSMBR1_3866), were expressed at a low level (<100 RPKM) and expression did not differ between the tested conditions (Figure 1D). The *amtb*2 gene product (named KsAmt-5 by the authors) has been shown to function as an ammonium sensor *in vivo*, but does not transport ammonium across the membrane (Pfluger et al., 2018). In fungal species, multiple Mep-type ammonium transporters are present as well and some of these ammonium “transceptors” have a signaling function (van den Berg et al., 2019). So it is likely that in *K. stuttgartiensis* more than one ammonium transporter homologs has a function other than transport.

GlnK P_*II*_ regulators regulate ammonium transport by binding near the exit port and thereby blocking the transport channel under high ammonium conditions (Conroy et al., 2007; Gruswitz et al., 2007). These GlnK P_*II*_ regulators and AmtB transporters are well known to be conserved gene pairs in prokaryotes (Thomas et al., 2000; Coutts et al., 2002). Four GlnK P_*II*_ regulators are present in the genome of *K. stuttgartiensis* MBR1. Regulators *nrp1* (KSMBR1_2628) and *nrp2* (KSMBR1_2631) were upregulated in response to ammonium limitation (Figure 1D), and are located next to *amt_1*, *amt_2*, and *amt_3*. These genes likely form one operon as the transcriptome reads overlap in the whole region between *amt_1* and *amt_3* (Figure 2BVIII and data not shown). 

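The PII regulator gene nrp_2 had the largest log2 ratio among the genes called by the paper, 6.82 (interval 5.58 to 10.5), with 1072.6 RPKM in ammonium limitation and 8.1 RPKM in nitrite limitation. About 2.1 reads stand behind the lower value. The gene nrp_1, placed between amt_1 and amt_2 at position 2835330 to 2835668, had 1081.8 against 295.4 RPKM, a 3.66-fold difference. Both regulators had similar levels in ammonium limitation, while nrp_1 stood well above nrp_2 in nitrite limitation. The paper's DESeq2 log2 fold changes are 7.24 (standard error 0.898, adjusted p = 1.45e-13) for nrp_2 and 2.26 (standard error 0.329, adjusted p = 9.75e-10) for nrp_1. KSMBR1_2629, a hypothetical gene within the same stretch, had 411.1 against 19.8 RPKM.

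**Figure D3:**
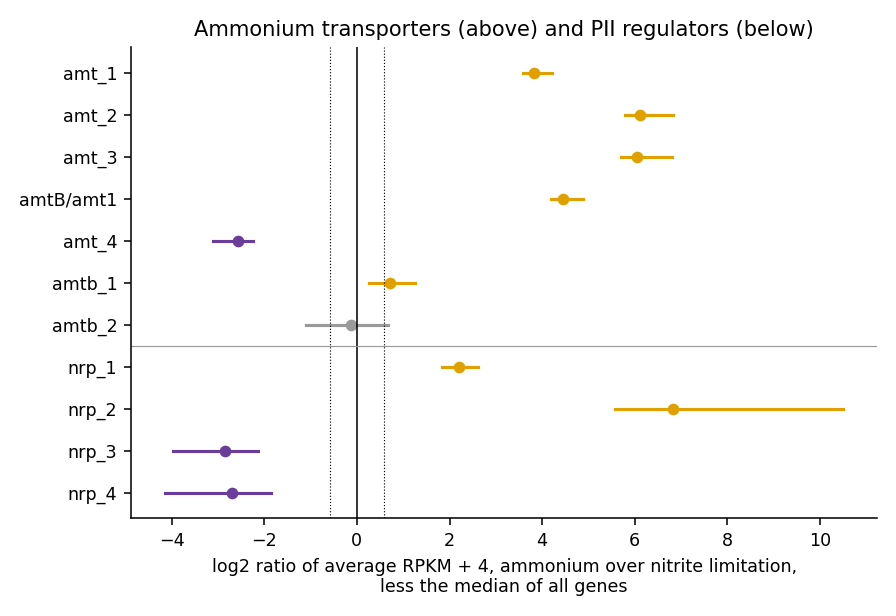
Log2 ratio of ammonium over nitrite limitation (x axis) of the 7 ammonium transporter genes and the 4 PII regulator genes, with 95% intervals for counting error as horizontal bars. Yellow points are higher in ammonium limitation, purple points higher in nitrite limitation and grey points neither by the size limit of 0.58, drawn as dotted lines; amtb_1 passes it only after subtraction of the all-gene median. The genes of the stretch from amt_1 to amt_3 lie on the side of ammonium limitation, and amt_4, nrp_3 and nrp_4 on the other.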

Regulators *nrp*3 (KSMBR1_3717) and *nrp*4 (KSMBR1_3718) were upregulated in response to nitrite limitation (Figure 1D) and overlapping transcriptome reads indicated these form an operon with *amt_4* (Figure 2BV and data not shown).

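The PII regulator gene nrp_3, which starts at position 4008436 after the end of amt_4, had 621.4 RPKM in nitrite limitation and 64.4 RPKM in ammonium limitation, a 9.65-fold difference. The next gene, nrp_4, had 303.7 against 33.4 RPKM, a 9.09-fold difference. Their log2 ratios were -2.85 (interval -3.97 to -2.14) and -2.70 (interval -4.15 to -1.86). The paper's DESeq2 log2 fold changes towards nitrite limitation are 2.85 (standard error 0.503, adjusted p = 1.24e-06) and 2.76 (standard error 0.671, adjusted p = 0.00190). Of the 4 PII regulators, 2 were higher in ammonium limitation and 2 in nitrite limitation.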

Although anammox bacteria contain a strikingly large number of ammonium transporters, the presence of more than one *amtB* copy in one organism is not unusual. In fact, although model organism *Escherichia coli* only has one *amtB* gene this appears to be an exception, as multiple homologs of *amtB* genes and of the other members in the AMT/MEP/Rh ammonium transporter family have been observed in organisms from all three domains of life (Merrick et al., 2006; Andrade and Einsle, 2007; Tremblay and Hallenbeck, 2009; McDonald and Ward, 2016). In plants and yeast with multiple transporters, some have been identified to differ in their affinity to ammonium (Loqué and von Wirén, 2004; Qin et al., 2018). Our results indicate that this might also be the case in *K. stuttgartiensis*, with *amt_4* representing a low affinity ammonium transporter expressed when ammonium concentrations are relatively high, and *amt_1*, 2, 3 and *amtB/amt1* potential high affinity transporters. However, the *amtB/amt1* with the concanavalin A-like domain may have a function other than ammonium transport. It is most homologous to the Rh members of the AMT/MEP/Rh transporter family, which have rather low affinity for ammonium (Lupo et al., 2007; Baday et al., 2015) and have also been associated with CO_2_ transport (Peng and Huang, 2006).

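Summed over the 7 ammonium transporter genes, expression was 5856 RPKM in ammonium limitation and 786.3 RPKM in nitrite limitation. The gene amt_4 made up 64.8% of the sum in nitrite limitation and 1.09% in ammonium limitation, and the remainder in ammonium limitation came mainly from amt_1, amt_2, amt_3 and amtB/amt1. From the difference between these genes in the 2 conditions, and from transporters of differing affinity in plants and yeast, the paper raises the possibility that amt_4 is a low affinity transporter used when ammonium is plentiful and that the other 4 have a high affinity. It makes a reservation for amtB/amt1, which may serve another purpose and resembles Rh proteins of rather low affinity.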

In addition to the observed differential expression of potential high and low affinity transporters, and the indication that some of the transporters may have alternative substrates, it is also possible that different transporters are located in the different membranes of the anammox cell. The anammox reaction takes place in the anammoxosome meaning that both substrates ammonium and nitrite and by-product nitrate need to cross three double membranes: the outer-, cytoplasmic- and anammoxosome membranes. The three membranes could each have separate dedicated transporters. Indeed, Medema et al. (2010) predicted Amt_1 to be located in the cytoplasmic membrane and Amt_2 and -3 in the anammoxosome membrane. At present it is unclear how membrane proteins would be specifically targeted to the different membranes, as signal sequences have not been identified. It has therefore been suggested that chaperones may be required (Medema et al., 2010). Location of Amt transporters on the anammoxosome membrane poses the intriguing question of how these transporters could be regulated by their P_*II*_ regulators. These bind at the exit of the Amt pore in the cytoplasm, blocking ammonium transport (Conroy et al., 2007; Gruswitz et al., 2007). The method of regulation has been well studied for ammonium uptake in assimilatory processes by the GS/GOGAT cycle in *E. coli*: a drop in internal ammonium concentration results in accumulation of 2-oxoglutarate in the cytoplasm, which binds to GlnK (the P_*II*_ regulator) together with UDP and ATP. This causes release of GlnK from AmtB and subsequent transport of ammonium into the cell (Kim et al., 2012; Huergo et al., 2013). Regulation of Amt transporters in the anammoxosome membrane of *K. stuttgartiensis* by the same mechanism would require the GS/GOGAT system as well as a large part of the central carbon metabolism present inside the anammoxosome, which is unlikely as biosynthetic processes most probably take place in the cytoplasm. Whether ammonium import is differently regulated when ammonium is used for dissimilation rather than only for assimilatory processes is not known. A parallel with aerobic ammonium oxidizers cannot be drawn here as these organisms are thought to oxidize ammonium in the periplasm and they do therefore not have to import ammonium for dissimilation into the cell (Lehtovirta-Morley, 2018). Not all Amt transporters appear to be regulated through a P_*II*_ regulator (Strösser et al., 2004; Tremblay et al., 2007), and this could be the case for potential Amt transporters in the anammoxosome membrane as well. Alternatively, it is possible that in anammox cells, high affinity ammonium transporters located on the cytoplasmic membrane concentrate ammonium/ammonia in the cytoplasm enough to allow sufficient diffusion of ammonia into the anammoxosome without additional dedicated transporters, or with help of a low affinity transporter. Since hydrazine can diffuse freely through dense ladderane membranes that are characteristic for anammox cells (Moss et al., 2018), the smaller ammonia will also be able to diffuse through, with or without a facilitator.

### Nitrite and Nitrate Transporters

The genome of *K. stuttgartiensis* MBR1 encodes for six nitrite *focA* transporters. Multiple copies of nitrite transporters in one organism have been described for other organisms, but they are not usually all of the *focA* type (Clegg et al., 2002). 

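The nitrite transporter gene focA_2 was among the most abundant transcripts, with 11109.6 RPKM in nitrite limitation and 4460.9 RPKM in ammonium limitation. This is a 2.49-fold difference and a log2 ratio of -0.97 (interval -1.04 to -0.90), from about 7587 and 2325 reads. The gene focA_5, of the same family of formate and nitrite channels, had 131.5 RPKM in ammonium limitation and 14.2 RPKM in nitrite limitation, a log2 ratio of 3.24 (interval 2.64 to 4.53). The paper's DESeq2 log2 fold changes are 0.95 towards nitrite limitation for focA_2 (standard error 0.229, adjusted p = 0.00172) and 3.71 towards ammonium limitation for focA_5 (standard error 0.590, adjusted p = 3.32e-08).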

Of the 6 *focA* transporters, *focA_2* (KSMBR1_1070, Figure 2BII) was highly expressed in both conditions and further upregulated in response to nitrite limitation, and *focA_5* (KSMBR1_3008) had low expression but was upregulated under ammonium limiting conditions (Figure 1D). 

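Expression of the other formate and nitrite channel genes was low in both conditions. The gene focA_1 had 38.3 RPKM in nitrite limitation and 25.0 RPKM in ammonium limitation, with a log2 ratio of -0.20 (interval -1.40 to 0.68). The neighbouring genes focA_3 and focA_4 had 11.6 and 11.9 RPKM in nitrite limitation and 7.3 and 7.8 RPKM in ammonium limitation. Their means are below 10 RPKM and no direction is given for them.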

The transporters *focA_1* (KSMBR1_0300), *focA_3* (KSMBR1_1474) and *focA_4* (KSMBR1_1475) were barely expressed under either condition (∼38, 12, and 12 RPKM, respectively). In addition to the five annotated *focA* genes, a sixth *focA* homolog is annotated as the nitrate oxidoreductase *nar*1 (KSMBR1_3009, Table 1). This gene is located adjacent to *focA_5* (Figure 2BX) and is upregulated (from 22 to 127 RPKM) upon ammonium limitation. 

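Next to focA_5, the homolog nar1 at position 3238387 to 3239301 had 127.1 RPKM in ammonium limitation and 21.9 RPKM in nitrite limitation. This is a 5.80-fold difference and a log2 ratio of 2.68 (interval 2.07 to 3.81), from about 67 and 15.2 reads. The paper's DESeq2 log2 fold change is 3.02 (standard error 0.591, adjusted p = 2.45e-05).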

Although PROKKA annotates it a *nar*1, BlastP analyses and information reported in the genome browser MaGe (Vallenet et al., 2013) suggest that this transporter belongs to the formate/nitrite transporter family instead. Previously, the homologous gene in strain *K. stuttgartiensis* RU1 was manually annotated as a *focA* formate/nitrite transporter (kusta0009) (Strous et al., 2006). We therefore conclude that *nar*1 is a nitrite transporter and suggest renaming it *focA_6* (Table 1). 

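The gene KSMBR1_0451, annotated as the mono-heme cytochrome nirC and named by the paper as a nitrite transporter homolog, had 622.5 RPKM in nitrite limitation and 82.7 RPKM in ammonium limitation. It lies at position 465187 to 465612, just before nirS. The difference was 7.53-fold, with a log2 ratio of -2.51 (interval -3.34 to -1.93). The paper's DESeq2 log2 fold change is 2.53 towards nitrite limitation (standard error 0.468, adjusted p = 5.11e-06).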

We identified a further nitrite transporter homolog, *nirC* (KSMBR1_0451) that showed upregulation (from 83 to 623 RPKM) during nitrite limited growth.

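KSMBR1_1075, a hypothetical gene near focA_2, had 954.4 RPKM in nitrite limitation and 250.2 RPKM in ammonium limitation, a 3.81-fold difference. KSMBR1_2720, a hypothetical gene at position 2922373 to 2922909, had 761.4 against 262.0 RPKM, a 2.91-fold difference and a log2 ratio of -1.18 (interval -1.57 to -0.84). Its neighbour KSMBR1_2719 was higher in nitrite limitation as well, at 771.2 against 290.9 RPKM. The log2 ratio of KSMBR1_1075 was -1.57, and it has no interval because its length was not matched. The paper's DESeq2 log2 fold changes towards nitrite limitation are 1.56 (standard error 0.473, adjusted p = 0.0348) for KSMBR1_1075 and 1.16 (standard error 0.346, adjusted p = 0.0292) for KSMBR1_2720.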

The hypothetical genes KSMBR1_2720 (Supplementary Table 1) and KSMBR1_1075 (Figure 2BII) were upregulated in response to nitrite limitation and are predicted to be part of the HPP protein family. This recently described protein family consists of membrane proteins that have four trans-membrane domains and a conserved HPP motif. In cyanobacteria and chloroplasts, a HPP protein was shown to play a role in nitrite transport (Maeda et al., 2014). In addition, KSMBR_1075 is located in close proximity to the most highly expressed nitrite transporter *focA_2*. This suggests that KSMBR1_2720 and KSMBR_1075 may also function as nitrite transporters in *K. stuttgartiensis* and brings the total nitrite transporter homologs in the genome to nine.

In a study where *K. stuttgartiensis* RU1 was cultivated on nitric oxide and ammonium (without nitrite), the expression of the *focA_2* homolog kuste3055 and the *nirC* homolog kuste4137 was downregulated 36- and 27-fold respectively (Hu et al., 2019). FocA/NirC transporters are relatively non-selective and can also transport other small anions (Lu et al., 2012; Lu et al., 2013). Therefore it is possible that FocA_2 and perhaps also NirC constitute the main nitrite transporters and the other FocA homologs may have a physiological function other than nitrite transport in *K. stuttgartiensis*. 

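The gene focA_2 made up 83.3% of the summed RPKM of the 9 nitrite transporter homologs in ammonium limitation, and 82.02% in nitrite limitation. Of the 7 homologs with a mean of at least 10 RPKM, 4 were higher in nitrite limitation (focA_2, nirC, KSMBR1_1075 and KSMBR1_2720), 2 in ammonium limitation (focA_5 and nar1) and 1, focA_1, in neither. Their median log2 ratio was at the 0th percentile of random lists but at the 16.8th when the low members focA_3 and focA_4 were counted too. Part of this list was chosen by the paper on these samples.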

As anammox bacteria are able to use formate as an alternative electron donor to ammonium (Kartal et al., 2007, 2008; van de Vossenberg et al., 2008), transport of formate is a likely function for one or more of the other FocA transporters.

The genome also encodes for two nitrate/nitrite transporters, both of the NarK2-type, named *narK*1 (KSMBR1_3299), and *narK*2 (KSMBR1_3317), which were constitutively expressed at around 100 RPKM and did not respond to the investigated nutrient limitations. 

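The nitrate transporter gene narK_2 had 92.1 RPKM in ammonium limitation and 97.8 RPKM in nitrite limitation, and narK_1 had 112.8 and 93.8 RPKM. The log2 ratio was 0.26 (interval -0.22 to 0.74) for narK_2, and in RPKM this gene was slightly higher in nitrite limitation. For narK_1 it was 0.60 (interval 0.16 to 1.07), just past the size limit, and within it at 0.26 without subtraction of the all-gene median and at 0.52 with a pseudocount of 16. The interval of narK_2 includes 0, and that of narK_1 reaches below the size limit.

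**Figure D4:**
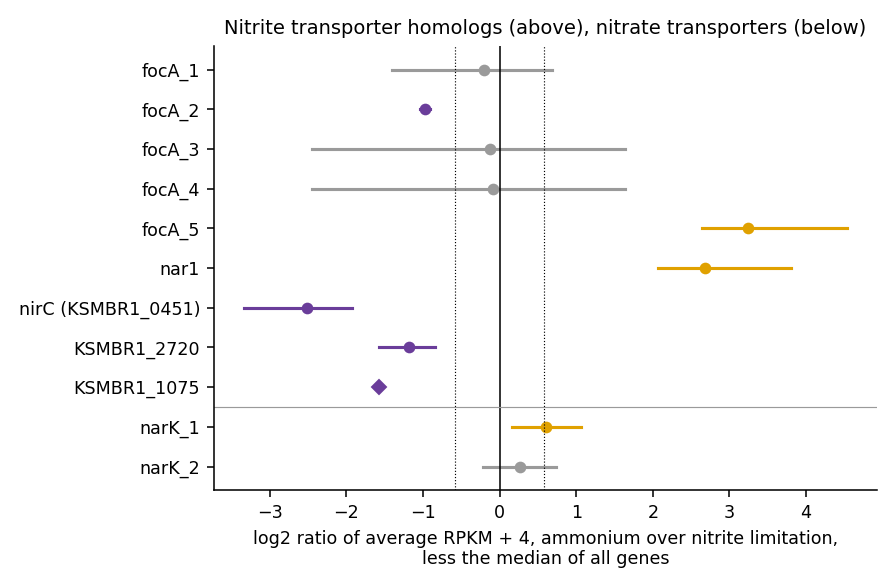
Log2 ratio of ammonium over nitrite limitation (x axis) of the 9 nitrite transporter homologs and the 2 narK genes, with 95% intervals for counting error as horizontal bars; the diamond marks KSMBR1_1075, which has no interval. Yellow points are higher in ammonium limitation, purple points higher in nitrite limitation and grey points neither by the size limit of 0.58 (dotted lines), which narK_1 passes only after subtraction of the all-gene median. The genes focA_5 and nar1 lie on one side, and focA_2, nirC, KSMBR1_1075 and KSMBR1_2720 on the other.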

The NarK transporters are thought to export the by-product nitrate, which is produced from nitrite, probably by the nitrite oxidoreductase Nxr complex, thereby supplementing the electrons lost from the electron transport chain to carbon fixation (Reimann et al., 2015; Kartal and Keltjens, 2016). As the growth rates in both the ammonium- and nitrite limited conditions was kept the same, the rate of electrons lost to carbon fixation would be similar in both conditions and therefore the rate of nitrate production by Nxr is not expected to vary significantly between the two conditions.

### Genes Involved in Energy Metabolism

Several genes whose products are involved in the anammox reaction were differentially regulated in ammonium- versus nitrite limited conditions (Figures 2B, 3). 

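The genes from KSMBR1_0445 to nirS, which start at position 458522 and include genes for making the heme d1 cofactor of cytochrome cd1 nitrite reductase, were higher in nitrite limitation as a group. All 8 were past the size limit, with a median log2 ratio of -2.49, below all random lists. The heme d1 gene nirF had 285.5 RPKM in nitrite limitation against 39.5 RPKM, and nirJ_1, of the same pathway, 395.0 against 46.3 RPKM. KSMBR1_0450, a hypothetical gene, showed a 12.3-fold difference, at 478.3 against 39.0 RPKM. The electron transport gene rsxB had 219.2 against 27.9 RPKM. The gene after nirS, KSMBR1_0453, had 17.0 and 16.1 RPKM, so the difference ended with nirS. The paper chose this cluster on the same samples.

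**Figure D5:**
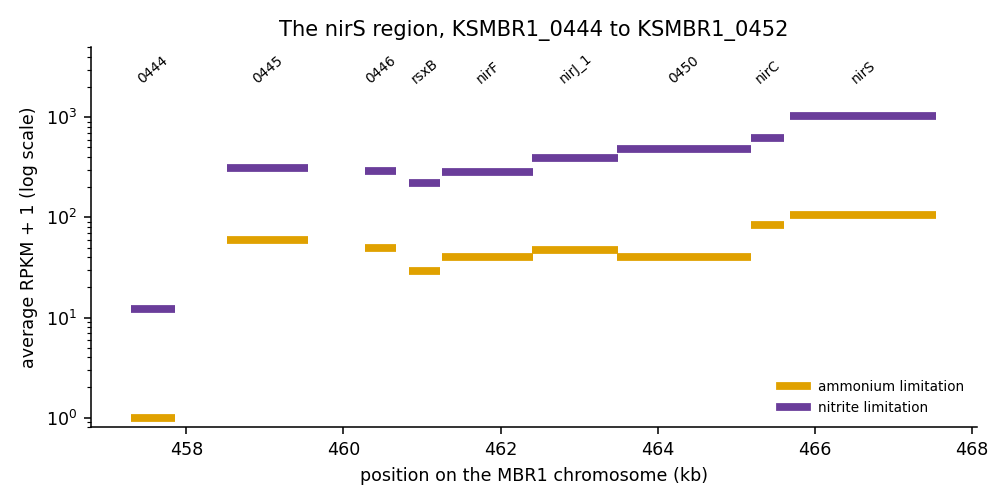
RPKM + 1 (y axis, log scale) of the genes KSMBR1_0444 to nirS by position on the chromosome in kb (x axis), in ammonium limitation (yellow) and nitrite limitation (purple). From KSMBR1_0445 to nirS every gene is higher in nitrite limitation, and KSMBR1_0444 is listed at 0 in ammonium limitation.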

The genes significantly upregulated during nitrite limitation included those whose gene products require nitrite as a substrate: (1) the *nirS* gene (KSMBR1_0452) encoding a nitrite reductase, a candidate for catalyzing the conversion of nitrite to nitric oxide in the anammox reaction (Kartal et al., 2013). This gene was expressed at a low level (100 RPKM), but was 10-fold upregulated in response to nitrite limitation. 

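The nitrite reductase gene nirS, at position 465683 to 467548, had 1032.2 RPKM in nitrite limitation and 104.8 RPKM in ammonium limitation, a 9.85-fold difference. Its log2 ratio was -2.91 (interval -3.24 to -2.68), from about 1457 and 113 reads. The paper's DESeq2 log2 fold change towards nitrite limitation is 2.91 (standard error 0.248, adjusted p = 1.73e-29).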

The *nirS* gene is situated adjacent to the *nirC* nitrite transporter homolog (KSMBR1_0451) described above. (2) The nitrite oxidoreductase genes *nrxCB* (Figure 2BIII). 

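The gene for the gamma subunit of nitrite oxidoreductase, nrxC, had 5182.9 RPKM in nitrite limitation and 2574.8 RPKM in ammonium limitation, and nrxB, for the beta subunit, had 4946.2 and 2504.4 RPKM. These are 2.01-fold and 1.98-fold differences. The log2 ratios were -0.66 (interval -0.75 to -0.58) for nrxC and -0.64 (interval -0.72 to -0.56) for nrxB, close to the size limit. The paper's DESeq2 log2 fold changes towards nitrite limitation are 0.63 (standard error 0.174, adjusted p = 0.0117) and 0.61 (standard error 0.181, adjusted p = 0.0288).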

Please note there is a typing error in the text of the KSMBR1 annotation here: *nrx* instead of *nxr*. These are the homologs of the *nxrCB* genes kustd1704 and 1703 in *K. stuttgartiensis* RU1 (Strous et al., 2006; Kartal and Keltjens, 2016) and are part of a larger gene cluster that encodes the nitrite oxidoreductase complex Nxr (see above). The Nxr complex in *K. stuttgartiensis* consists of a catalytic α subunit (NxrA), a β subunit thought to function as an electron channel (NxrB) and a γ subunit (NxrC) that has a heme b binding domain and is homologous to NxrC subunits from other organisms that function as reductases or dehydrogenases (Reimann et al., 2015). 

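The gene for the catalytic subunit, nrxA, lies at position 1572694 to 1576140, upstream of nrxB and nrxC. It had 4549.9 RPKM in nitrite limitation and 2885.7 RPKM in ammonium limitation, a 1.58-fold difference. Its log2 ratio of -0.31 (interval -0.36 to -0.27) was within the size limit, and past it without subtraction of the all-gene median, when all 3 subunits counted as higher in nitrite limitation and not 2. The paper's DESeq2 log2 fold change for nrxA is 0.28 (standard error 0.171, adjusted p = 0.996).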

All *nxr* subunits (A: KSMBR1_1455, B: 1458, and C: 1459), were highly expressed and subunit B and C were upregulated in response to nitrite limitation. 

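The hydroxylamine oxidoreductase-like gene hao_2 (KSMBR1_2163), at position 2359112 to 2360749, had 4728.3 RPKM in nitrite limitation and 1942.6 RPKM in ammonium limitation, a 2.43-fold difference. KSMBR1_2162, the hypothetical gene directly before it, had 3816.6 against 1631.5 RPKM. Another family member, hao_3, which encodes the hydroxylamine oxidase of Figure 3, was far more abundant, at 15102.3 and 14603.1 RPKM, and hao_1 had 104.8 and 59.0 RPKM. The log2 ratio of hao_2 was -0.94 (interval -1.02 to -0.86). Of the 4 hydroxylamine oxidoreductase genes examined, hao_2 alone passed the size limit, and 2 did without subtraction of the all-gene median. The paper's DESeq2 log2 fold change for hao_2 is 0.91 towards nitrite limitation (standard error 0.178, adjusted p = 2.28e-05).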

(3) The hydroxylamine oxidoreductase HAO_2 (KSMBR1_2163), which is one of ten paralogous HAO type genes present in *K. stuttgartiensis* MBR1, was expressed at a high level (2000 RPKM), and was also 2.5-fold upregulated in response to nitrite limitation.

**FIGURE 3:**
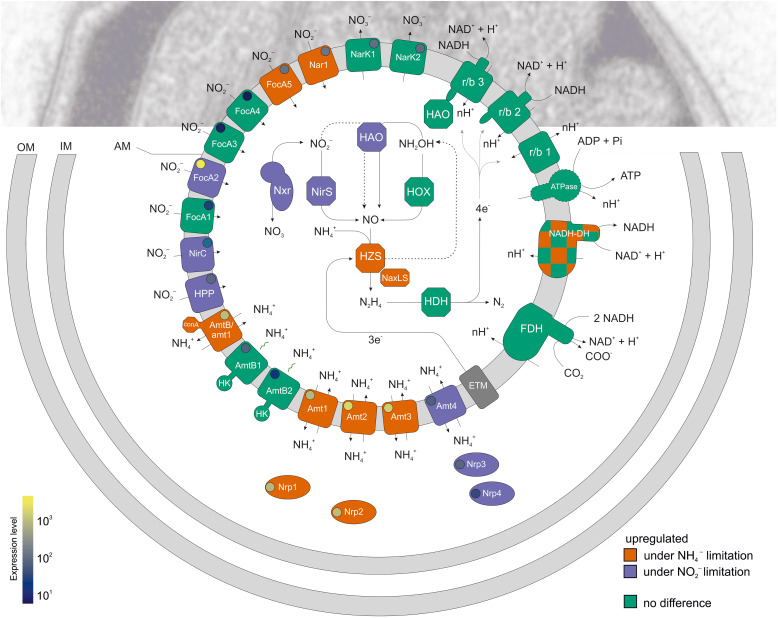
A schematic overview of a *K. stuttgartiensis* cell and the differential expression of gene products related to metabolism and nutrient transport under nitrite- versus ammonium limited bioreactor growth conditions. Transporters have been drawn on the anammoxosome membrane for comparison but their localization on either of the three anammox membranes awaits experimental validation. Genes up-regulated under nitrite- relative to ammonium limiting conditions are indicated in purple and genes upregulated under ammonium- relative to nitrite-limiting conditions are indicated in orange. Genes that are not affected when grown under either nitrite- or ammonium-limiting conditions are indicated in green. A circle within each transport related gene indicates relative expression level. OM, outer membrane; IM, inner (cytoplasmic) membrane; AM, anammoxosome membrane; HK, histidine kinase domain. Proteins depicted in this image: **Ammonium transporters:** AmtB/amt1 (KSMBR1_2086), Amt_1 (KSMBR1_2627), Amt_2 (KSMBR1_2630), Amt_3 (KSMBR1_2632), Amtb_2 (KSMBR1_3866), Amtb_1 (KSMBR1_3722), Amt_4 (KSMBR1_3716); **Ammonium transport P_*II*_ regulators**: Nrp1 (KSMBR1_2628), Nrp2 (KSMBR1_2631), Nrp3 (KSMBR1_3717), Nrp4 (KSMBR1_3718); **Nitrite transporters:** FocA_5 (KSMBR1_3008), Nar1 (focA_6) (KSMBR1_3009), FocA_3 (KSMBR1_1474), FocA_4 (KSMBR1_1475), FocA_2 (KSMBR1_1070), FocA_1 (KSMBR1_0300), HPP (Putative nitrite transporter, KSMBR_1075); **Nitrate transporters:** NarK1 (KSMBR1_3317), NarK2 (KSMBR1_3299); **Anammox key metabolism:** NirS (KSMBR1_0452), HZS (*hzsA*: KSMBR1_2705, 2713, 3603), *hzsB*: (KSMBR1_2704, 2712 and 3602), and *hzsC*: (KSMBR1_2703, _2711, and 3601), NXR (A: KSMBR1_1455, B: 1458, and C: 1459), HAO (KSMBR1_2163), HAO r/b3 (KSMBR1_3792), HOX (KSMBR1_2670); **Electron transport chain:** FDH (KSMBR1_2469, 2470, 2471, 2479), r/b 1 (KSMBR1_1020 – 1021), r/b 3 (KSMBR1_ 3792 – 3797), r/b 2 (KSMBR1_1275 – 1283), ATPase (KSMBR1_0120 – 0130), NADH-DH (KSMBR1_3978 – 3990), ETM (unknown electron transport module).

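Respiratory complexes other than complex I showed little difference between the conditions. In the second gene set for NADH dehydrogenase, nuoA_2 to nuoN_2, none of the 13 genes passed the size limit and the median log2 ratio was -0.04, at the 28.8th percentile of random lists, while 1 counted as higher in nitrite limitation without subtraction of the all-gene median. The catalytic subunit gene nuoG had 85.0 RPKM in ammonium limitation and 105.1 RPKM in nitrite limitation. Of 17 genes of the Rieske-heme b complexes, which pass electrons between quinols and cytochromes, 2 were higher in ammonium limitation (KSMBR1_1278 and KSMBR1_1281, at 0.64 and 1.13), with a median of 0.03 at the 78.2th percentile, and 1 without that subtraction. The most abundant was qcrB_1, a cytochrome b6 gene, at 2257.8 and 2814.8 RPKM. Of 11 ATP synthase genes, KSMBR1_0130 was higher in ammonium limitation and KSMBR1_0129 in nitrite limitation, with a median of -0.23 at the 20.8th percentile, and without it 5 were higher in nitrite limitation and none in ammonium limitation. The subunit gene atpA had 840.9 and 1160.3 RPKM. Hydrazine dehydrogenase, which oxidizes hydrazine to dinitrogen gas, was expressed mainly from hdh_2, at 26718.4 RPKM in ammonium limitation and 24536.7 RPKM in nitrite limitation. The second copy, hdh_1, had 46.5 and 95.2 RPKM and was the 1 of these 2 genes past the size limit, on the side of nitrite limitation. At a pseudocount of 16, hdh_1, KSMBR1_1278 and KSMBR1_0130 were within the limit, at -0.55, 0.56 and 0.51.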

The upregulation of the three genes *nxrBC*, *nirS*, and *hao2* when growth was limited by nitrite may indicate that the affinities of the enzymes are too low to sustain enzyme activity and maintain the growth rate as the level of nitrite provided drops. This low affinity allows the organism to regulate the metabolic flux by modifying the amount of enzyme in the cell. Interestingly, both *nirS* and *hao2* were upregulated. Both these enzymes have been proposed to be the nitrite reductase responsible for the conversion of nitrite to nitric oxide: In *K. stuttgartiensis* RU1, the *nirS* gene is expressed at lower levels compared to other genes involved in the energy metabolism and therefore the hydroxylamine oxidoreductase HAO_2 homolog kustc0458 is hypothesized to encode the enzyme that reduces nitrite to nitric oxide instead (Kartal et al., 2013). Our results show that both are expressed and upregulated under nitrite limitation, with *hao2* showing 5-fold higher expression than *nirS*. 

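In nitrite limitation the RPKM of hao_2 was 4.58 times that of nirS, and in ammonium limitation 18.5 times. The gap was wider in ammonium limitation because nirS differed more between the conditions than hao_2. Both values compare averages of RPKM within 1 condition and have no replicate check.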

Interestingly, Hu et al. (2019) reported that in *K. stuttgartiensis* RU1 cells cultivated with nitric oxide and ammonium rather than nitrite and ammonium, the nitrite reductase gene cluster (containing *nirS* and *nirC*), as well as the *hao2* homolog kustc0458 were amongst the most *downregulated* genes in the transcriptome (Hu et al., 2019). So although *nirS* and *hao2* are upregulated when nitrite concentrations are low, they shut down when nitrite is absent. This suggests that the expression of *nirS* and *hao2* is regulated by a mechanism that does not respond linearly to the concentration of nitrite. It remains unclear whether one or both of these genes encode(s) the physiological nitrite reductase that produces the nitric oxide used by HZS – an important topic for future research.

In the next step in the anammox reaction, nitric oxide and ammonium are converted to hydrazine by the unique HZS complex, which consists of three subunits and two copies of each subunit (Dietl et al., 2015). In the genome of *K. stuttgartiensis* MBR1, there are three copies of the *hzs* operon present, all of which were very highly expressed. For comparison, *hzsC_1* (KSMBR1_2711) is expressed at 12475 RPKM and *hzsA_1* (KSMBR1_2713) at 28462 RPKM compared to genes involved in carbon fixation formate dehydrogenase which is expressed at 1584 RPKM and CO dehydrogenase (KSMBR1_3598)/acetyl-CoA synthase at 652 RPKM under nitrite-limited conditions. 

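The hydrazine synthase gene hzsA_1 had 18.0 times the RPKM of the formate dehydrogenase gene fdoI (KSMBR1_3598) in nitrite limitation, and hzsC_1 had 19.1 times that of codh/acsB (KSMBR1_1325), which encodes the CO dehydrogenase/acetyl-CoA synthase of carbon fixation. The gene fdoI had 1584.4 RPKM in nitrite limitation and 1284.9 RPKM in ammonium limitation, and codh/acsB 651.7 and 518.7 RPKM. Of the 10 genes of the acetyl-CoA pathway, the route by which anammox bacteria fix CO2, none passed the size limit, and their median log2 ratio was 0.04, at the 81.7th percentile of random lists.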

All copies of both *hzsB* (KSMBR1_3601, 2704, and 2712) and *hzsC* (KSMBR1_2703, 2711, and 3601) were upregulated in response to ammonium limitation, while only one copy of *hzsA (hzsA*_1, KSMBR1_2713) was upregulated (Figures 2BIX,XI, 3). However, as the three copies of the *hzs* cluster have nearly 100% identical gene sequences, most transcripts could map to all three copies. 

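The gene hzsA_1 had 55788.7 RPKM in ammonium limitation and 28462.1 RPKM in nitrite limitation, a 1.96-fold difference, while the other annotated copy of this subunit, hzsA_2, had 86.7 and 50.5 RPKM. For subunit B, hzsB_1 had 30702.9 against 17433.7 RPKM and hzsB_3 30310.4 against 17014.0 RPKM, but hzsB_2 only 122.7 against 53.2 RPKM. The copies of subunit C were close to each other, with 20576.6, 20313.4 and 20222.3 RPKM in ammonium limitation for hzsC_1, hzsC_2 and hzsC_3. The paper's DESeq2 log2 fold changes are 1.35 (standard error 0.154, adjusted p = 4.95e-16) for hzsA_1 and 1.19 (standard error 0.157, adjusted p = 5.96e-12) for hzsB_1. The log2 ratio of hzsA_2 was 1.08 (interval 0.72 to 1.53). Since the copies share reads, the value of a single copy is uncertain.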

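Summed over its copies, each subunit of hydrazine synthase, the enzyme that joins nitric oxide and ammonium to hydrazine, was higher in ammonium limitation. Subunit A had 56040.2 RPKM in ammonium limitation and 28801.8 RPKM in nitrite limitation (1.95-fold), subunit B 61136 and 34500.9 RPKM (1.77-fold) and subunit C 61112.3 and 36940.2 RPKM (1.65-fold). The highest copy held 99.6% of the sum for subunit A, 50.2% for B and 33.7% for C in ammonium limitation. Across subunits, the sums differed by at most 1.28-fold and the highest single copies by up to 2.71-fold.

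**Figure D6:**
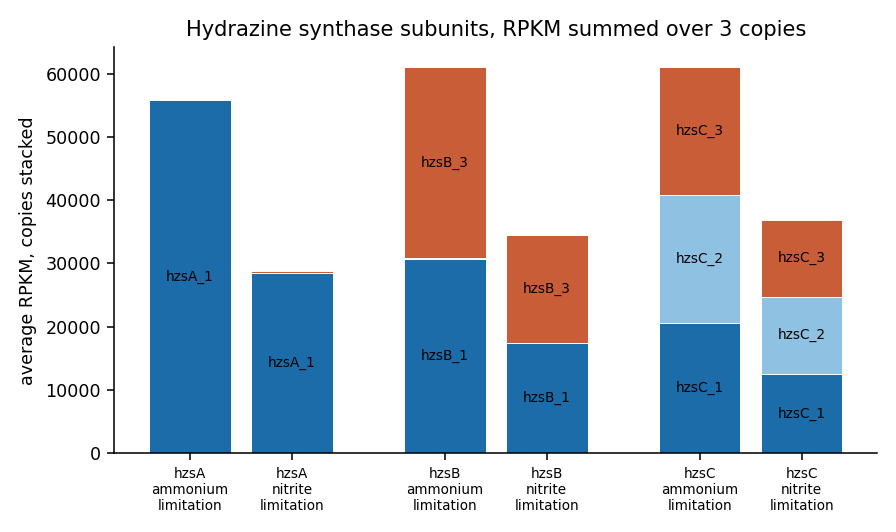
RPKM (y axis) of the copies of hzsA, hzsB and hzsC, stacked, in ammonium limitation (A) and nitrite limitation (N). Colours mark the copies within a subunit. The stacked heights are similar between subunits within a condition and higher in ammonium limitation, while the split between copies differs by subunit.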

The algorithm maps each read only once so we could not determine from our data whether one or all *hzs* operons were highly transcribed. HZS is a slow enzyme when tested *in vitro*, but whether this is due to loss of activity during purification is not yet clear (Maalcke et al., 2014; Dietl et al., 2015). In all transcriptome studies of anammox species to date, the *hzs* genes were among the most highly expressed genes in the genome (Kartal et al., 2011b; Hu et al., 2013; van de Vossenberg et al., 2013; Bagchi et al., 2016; Russ et al., 2019). Also, in proteomics studies the HZS complex was shown to be a major part of the total protein complement (Kartal et al., 2011b; Hu et al., 2019) and maintained at these high levels even after 60 days of starvation (Bagchi et al., 2016; Ma and Wang, 2018). Even though HZS forms such a large part of total protein content of the cell, the *hzs* genes are still upregulated in response to ammonium limitation to ensure sufficient hydrazine production capacity. 

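Reads of the hydrazine synthase copies made up 27.2% of all mapped reads counted in the RPKM in ammonium limitation and 14.9% in nitrite limitation. Of the 9 genes, 8 were higher in ammonium limitation and none in nitrite limitation, with a median log2 ratio of 1.08, at the 99.99th percentile of random lists. The exception was KSMBR1_2705, given as a copy of hzsA in Figure 3 but annotated as hypothetical, at 164.8 and 289.2 RPKM, which counted as higher in nitrite limitation without subtraction of the all-gene median. Copies of a subunit share reads, so the 9 genes are not 9 independent values, although the percentile treats them so. Without genes that share a homologue, too few were left for a percentile. Because RPKM is relative to all mapped reads, a larger share of these genes lowers the values of the others.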

Russ et al. (2019) observed similar upregulation of the *hzs* genes of the marine anammox species *Scalindua brodae* during short term ammonium limitation (Russ et al., 2019). The large amount of HZS present in the cell is apparently not enough to maintain the level of hydrazine synthesis when ammonium levels are low, i.e., the affinity to ammonium is insufficient to maintain the rate of hydrazine synthesis.

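Complex I, which passes electrons from NADH to quinones and moves protons across the membrane, was higher in ammonium limitation as a whole. Of its 14 genes from nuoA_1 to nuoN_1, at position 2649340 to 2666924, 13 passed the size limit, 11 without subtraction of the all-gene median, with a median log2 ratio of 1.07 at the 100th percentile of random lists. Neighbouring genes vary together, and 8.2% of 500 stretches of 14 neighbouring genes lay at percentile 0 or 100. The NADH-binding part included nuoE_4, with 244.2 RPKM in ammonium limitation against 75.3 RPKM in nitrite limitation (1.99, interval 1.40 to 2.74), and nuoF_2_2, with 352.2 against 228.9 RPKM. The gene nuoD had 250.9 against 112.1 RPKM, KSMBR1_2474, in the place of subunit G, 226.8 against 118.5 RPKM, and the proton channel genes nuoL_1 and nuoN_1 180.8 against 109.6 and 150.8 against 86.0 RPKM. The paper's DESeq2 log2 fold changes are 2.09 for nuoE_4 (standard error 0.499, adjusted p = 0.00142) and 1.17 for nuoN_1 (standard error 0.365, adjusted p = 0.0468), the highest adjusted p of the 6 genes it calls here.

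**Figure D7:**
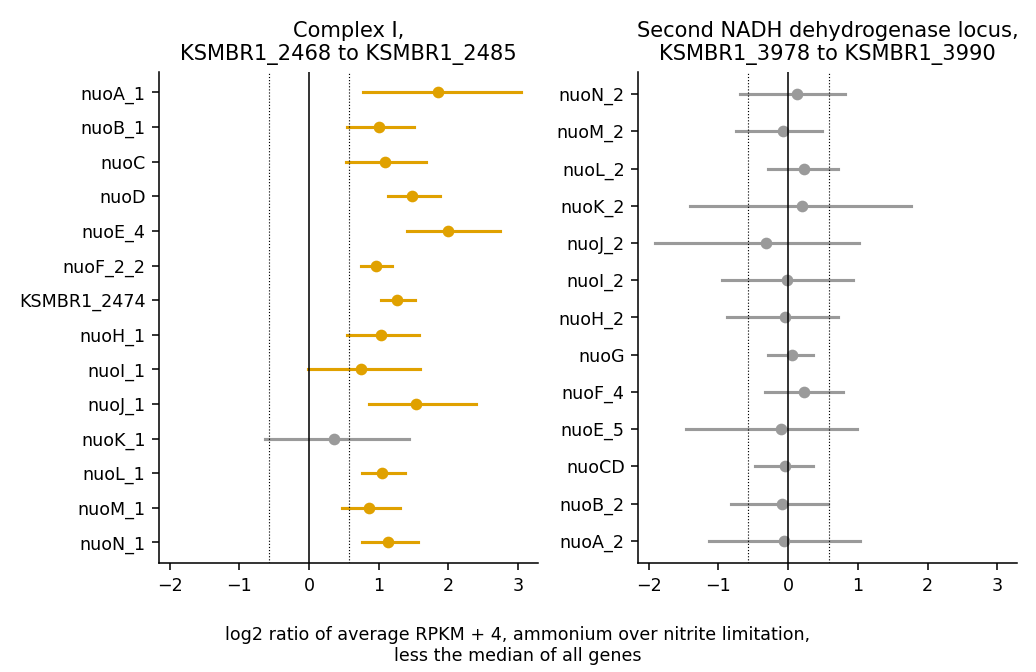
Log2 ratio of ammonium over nitrite limitation (x axis) of each gene of complex I and of the second gene set for NADH dehydrogenase, with 95% intervals for counting error as horizontal bars and the size limit of 0.58 as dotted lines. Yellow points are higher in ammonium limitation and grey points neither; nuoI_1 and nuoM_1 pass the limit only after subtraction of the all-gene median. All genes of complex I but nuoK_1 pass it, and none of the second set does.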

Some of the genes predicted to be part of the electron transport chain were also upregulated in response to ammonium limitation, such as the complex I NADH-quinone oxidoreductase subunits D, E, F, G, L, and N (KSMBR 2471—2474, 2482, and 2485). 

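The remaining subunit genes had values on the same side. The gene nuoA_1 had 119.3 RPKM in ammonium limitation and 39.4 RPKM in nitrite limitation, with a wide interval of the log2 ratio from 0.78 to 3.04, and nuoJ_1 had 149.4 against 63.3 RPKM. The genes nuoB_1, nuoC and nuoH_1 had log2 ratios of 1.01, 1.09 and 1.04. For nuoI_1 and nuoM_1 they were 0.75 and 0.87, and 0.40 and 0.52 without subtraction of the all-gene median. The gene nuoK_1, at 89.6 and 88.3 RPKM, was within the size limit. The paper's adjusted p values for these genes run from 0.128 for nuoJ_1 upwards.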

The other subunits of this complex had higher, but not significantly higher, expression levels in ammonium- versus nitrite limited growth (Figures 2BVII, 3). 

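The genes of the NaxLS cytochrome c pair were among the more abundant transcripts. KSMBR1_3082 had 9931.1 RPKM in ammonium limitation and 8182.7 RPKM in nitrite limitation, and KSMBR1_3083, directly after it, 10625.3 and 8198.8 RPKM. Their log2 ratios were 0.62 (interval 0.54 to 0.71) and 0.72 (interval 0.63 to 0.80), just past the size limit, and 0.28 and 0.37 without subtraction of the all-gene median. With a pseudocount of 16 KSMBR1_3082 was within the limit, at 0.56. The paper's DESeq2 log2 fold changes are 0.65 (standard error 0.172, adjusted p = 0.00688) and 0.75 (standard error 0.168, adjusted p = 0.000479).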

The heterodimeric complex NaxLS with low redox potential (c-type cytochrome KSMBR1_3082 and KMSBR_3083) was highly expressed in both nitrite- and ammonium limited conditions (around 8,200 versus 10,000 RPKM, respectively) and the upregulation in response to ammonium limitation was significant (Supplementary Table 1). This complex binds to the HZS complex, and is hypothesized to serve one of two roles: to retain the volatile anammox intermediate nitric oxide inside the anammox cell and to shuttle it to hydrazine synthase or to shuttle electrons from an electron donor to hydrazine synthase (Ukita et al., 2010; Akram et al., 2019b). Akram et al. (2019b) hypothesize that if this complex is involved in retaining and shuttling nitric oxide, it should be upregulated in response to nitrite limitation to retain the precious nitric oxide within the cell. Indeed Hu et al. (2019) cultured *K. stuttgartiensis* on non-limiting amounts of nitric oxide instead of nitrite and observed 20- and 10-fold *down*regulation of the *naxLS* genes, respectively. However, we found *up*regulation during ammonium limitation when nitrite was not limiting, suggesting increased need when nitrite is *not* the limiting growth nutrient. As we also found upregulation of the *hzs* genes in ammonium limited conditions, it is possible that higher copy numbers of NaxLS are required to make sure all the HZS complexes in the anammoxosome are provided with sufficient NO.

### Genes Involved in Ammonium Assimilation

During ammonium limitation, the dissimilatory enzymes have to compete with the assimilatory ammonium pathways for their substrate. Ammonium assimilation can occur via the high affinity GS/GOGAT system where glutamine synthase forms glutamine from glutamate and ammonium. Glutamate synthase subsequently transfers the amide group from glutamine to 2-oxoglutate (α-ketoglurate) to produce two glutamate molecules. Alternatively, ammonium can be assimilated by the low affinity glutamate dehydrogenase (GDH) which produces glutamate from 2-oxoglutarate and ammonium (Yan, 2007). *K. stuttgartiensis* MBR1 possesses two glutamine synthase genes, *glnA_1* (KSMBR1_0034) and *glnA_2* (KSMBR1_0678), and two hypothetical proteins with homology to glutamate synthase (KSMBR1_1164 and KSMBR1_3563). It also has two copies of the low affinity ammonium assimilation GDH gene *gdh_1* (KSMBR1_1085) and *gdh_2* (KSMBR1_2236). 

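Of the genes for glutamine synthetase and glutamate synthase, which take up ammonium at low concentration, glnA_2 had 119.1 RPKM in ammonium limitation and 175.6 RPKM in nitrite limitation, and glnA_1 had 46.5 and 71.5 RPKM. The glutamate synthase homologs were KSMBR1_3563, at 463.9 and 507.9 RPKM, and KSMBR1_1164, at 232.1 and 661.9 RPKM. The glutamate dehydrogenase genes gdh_1 and gdh_2 had 31.2 and 38.5 RPKM and 58.4 and 49.2 RPKM. KSMBR1_1164 was higher in nitrite limitation by the size limit, with a log2 ratio of -1.15 (interval -1.40 to -0.95), and the paper's DESeq2 result for it is a log2 fold change of 1.15 with a standard error of 0.897 and an adjusted p of 1.00. The other 5 genes were within the limit, of which 1 passed it towards nitrite limitation without subtraction of the all-gene median and gdh_2, at 0.574, towards ammonium limitation at a pseudocount of 1 and at a minimum mean of 30 RPKM, and the median of the 6 was -0.06, at the 48.2th percentile of random lists.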

The GS/GOGAT genes were more highly expressed than the GDH genes but none showed upregulation during ammonium limited growth (Supplementary File 2), indicating that *K. stuttgartiensis* cells were able to maintain the intracellular concentration of ammonium during ammonium limited growth conditions. This is in contrast with the marine anammox species *S. brodae*, which did induce the GS/GOGAT genes when grown under ammonium limitation (Russ et al., 2019).

### Other Genes

Three putative transposases showed significant differential expression: KSMBR_3038, an IS66 family transposase, was upregulated in response to ammonium limitation, and both KSMBR1_3122, an IS1634 family transposase, and KSMBR1_3846, an ISAs1 family transposase, were upregulated in response to nitrite limitation (Figure 2A and Supplementary Table 1).

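The transposase gene KSMBR1_3122, at position 3346694 to 3347761, had 76.3 RPKM in nitrite limitation from about 62 reads and was listed at 0 in ammonium limitation, which makes it at least 16.1-fold higher in nitrite limitation against a floor of 3 reads over the libraries of the condition. For KSMBR1_3846, also named tnpA_23, about 36 reads stood against 0, at least 9.50-fold higher. KSMBR1_3868, also a transposase gene, was 3.01-fold higher in ammonium limitation, with a log2 ratio of 1.81 (interval 1.29 to 2.64), and the paper's DESeq2 log2 fold change is 1.96 (standard error 0.541, adjusted p = 0.0125). KSMBR1_3038 had 81.7 RPKM in ammonium limitation and 134.2 RPKM in nitrite limitation, a log2 ratio of -0.35. For the nitrite limitation genes the paper's DESeq2 log2 fold changes are 6.07 (standard error 1.40, adjusted p = 0.000821) and 5.19 (standard error 1.51, adjusted p = 0.0232). KSMBR1_3122, KSMBR1_3846 and KSMBR1_3868 share their listed RU1 homologue with other MBR1 genes, as 1 of 7, 6 and 4 genes, so their values as single genes are uncertain. Summed over the genes with the same homologue, a comparison added after the data were seen, the log2 ratios were -0.11, -0.35 and 1.00, within the size limit for the first 2.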

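KSMBR1_3177, a hypothetical gene at position 3400897 to 3402165, had 2414.8 RPKM in ammonium limitation and 31.9 RPKM in nitrite limitation, a 75.7-fold difference. Its log2 ratio was 6.42 (interval 6.06 to 7.13), from about 1768 and 31 reads. The paper's DESeq2 log2 fold change is 6.51 (standard error 0.308, adjusted p = 4.83e-96), the lowest adjusted p among the genes it calls.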

The hypothetical gene KSMBR1_3177 was highly upregulated in response to ammonium limitation (Figure 2A). This gene has a large beta-barrel porin-2 (BBP2) domain, specific to outer membrane porins. This hypothetical porin may be upregulated to allow for a higher influx of ammonium from outside the cell. The glutamate formimidoyltransferase gene *ftcD* (KSMBR1_2087) is located just downstream of *amtB/amt1* (KSMBR1_2086) on the genome and was upregulated in response to ammonium limitation (Figure 2BVII). 

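The gene ftcD, at position 2280691 to 2281701, begins just after amtB/amt1, which ends at 2280607. It had 160.0 RPKM in ammonium limitation and 13.8 RPKM in nitrite limitation, an 11.6-fold difference and a log2 ratio of 3.55 (interval 2.91 to 4.87). The paper's DESeq2 log2 fold change is 3.79 (standard error 0.580, adjusted p = 7.36e-09). The following gene, nrd, for a glutaredoxin-like protein, had 106.7 and 77.8 RPKM, with an interval from -0.28 to 1.95 that includes 0.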

Glutamate formimidoyltransferases are involved in histidine degradation to glutamate. 

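The RPKM of amtB/amt1 was 6.59 times that of ftcD in ammonium limitation and 4.17 times in nitrite limitation. About 93 and 10.6 reads stand behind the values of ftcD. The reads themselves were not analysed here, so the overlap of transcripts between the genes could not be measured.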

There was some but not much transcript overlap between *amtB/amt1* and *ftcD* and the expression of *ftcD* was much lower than *amtB/amt1* so we conclude the genes are probably not forming an operon.

## Conclusion

In summary, we have shown differential gene expression for several of the ammonium and nitrite transporter homologs in *K. stuttgartiensis* cells and this may partly explain the high copy number of these transporter genes in the genome. It is also clear that at least one of the ammonium transporters has a different function as an ammonium sensor rather than transporter (Pfluger et al., 2018). In addition, it is possible that specific transporters are located in different membranes in the cell. Our next step will be to investigate these other possible hypotheses for the high number of nutrient transporters in the *K. stuttgartiensis* genome. Although transcriptome analysis is a powerfool tool to study differential expression of genes, RNA levels do not necessarily reflect the levels of active protein in the cell. We therefore aim to follow up this work with proteome and activity studies to obtain more complete understanding of the physiology of *K. stuttgartiensis* in different growth conditions. The environmentally- and industrially- relevant anammox bacteria are food for thought with their compartmentalized energy metabolism. Investigating nutrient transport in a “complex” bacterial cell will ultimately help us understand how the cell regulates transport of nutrients and expression of transporters and how it responds to, and deals with, changing nutrient conditions in its environment.

## Data Availability Statement

The datasets generated for this study can be found at NCBI in the Gene Expression Omnibus (GEO) under accession number GSE148825.

## Author Contributions

MS, HC, and LN conceived parts of the project. MS and LN designed and discussed the experimental set-up. MS, DB, and GN designed, set-up, and maintained the bioreactors. MS, TA, and DB performed the experiments. MS, DB, SP, and LN analyzed the data. MS and SP prepared the figures. SP, MS, and LN wrote the manuscript with input from all authors. All authors were involved in research discussions.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Nutrient Limitation Causes Differential Expression of Transport- and Metabolism Genes in the Compartmentalized Anammox Bacterium Kuenenia stuttgartiensis
**Source:** Front Microbiol. 2020 Aug 13;11:1959. doi: 10.3389/fmicb.2020.01959
**Supplement:** Supplementary file 3

Supplementary Material

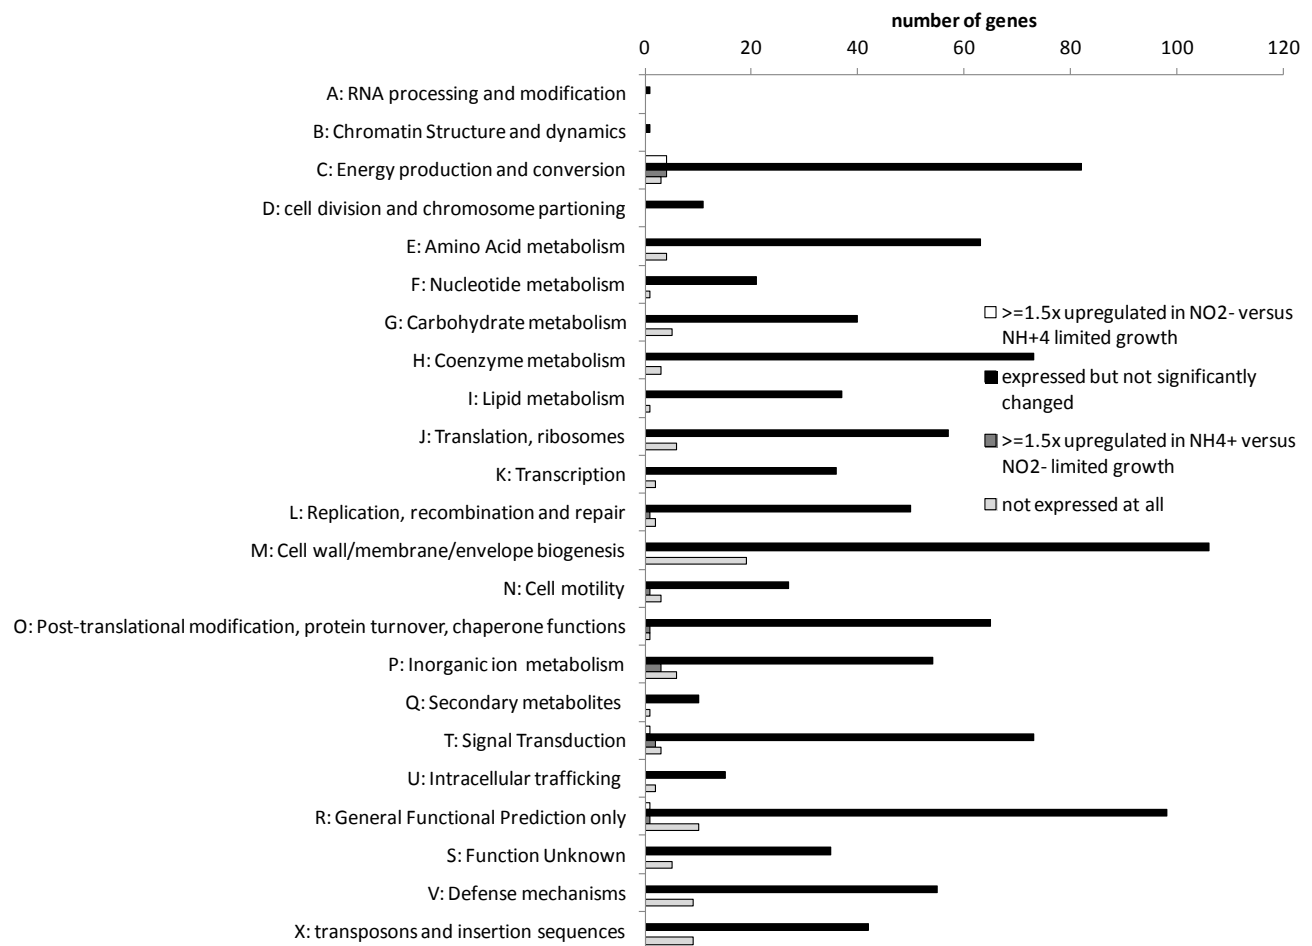

Supplementary Figure 1. Cluster of Orthologous Groups (COG)-based functional analysis of *K. stuttgartiensis* genes expressed during ammonium- and/or nitrite limited bioreactor growth conditions. White bars: number of genes significantly more than 1.5-fold upregulated in nitrite limited growth versus ammonium limited growth conditions. Black bars: number of genes with either expression changes within 1.5-fold, or with very low expression levels (basemean<4), or with changes in expression levels that were below the significance level (padj>0.05). Dark grey bars: number of genes significantly more than 1.5-fold upregulated in ammonium limited growth versus nitrite limited growth conditions. Light grey bars: number of genes not expressed in either growth condition. COG analysis was performed using [Conserved Domain Search Service \(CD Search\)](#) at NCBI. Note: 2928 out of the total 4095 *K. stuttgartiensis* genes did not have a COG function assigned to it.

How the deposited data were processed for this re-analysis (not part of the article)

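Gene expression was measured by RNA sequencing in planktonic Kuenenia stuttgartiensis MBR1 from 1 bioreactor, grown first in nitrite limitation and later in ammonium limitation, with 3 samples per condition. The authors isolated total RNA, removed part of the ribosomal RNA, made a stranded library for each sample and trimmed the reads. They set aside the reads that mapped to non-coding RNAs, mapped the others to the annotated genome in CLC Genomics Workbench, with each read placed once, and expressed each gene as RPKM. The deposited RPKM values are the authors' averages over the 3 samples of a condition, rounded to 1 decimal, in 2 value columns for 4095 genes. How reads that fit several copies of a gene were divided is not given in the sources used here beyond the statement that each read was mapped once.

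Because the table holds averages and no values of single samples, the tests planned for replicate columns, limma on log2 values for genes and camera for gene lists, were not run. The description planned for such a table, by RPKM and ratio, was used in their place, and no p value or SD was computed. Fold changes, standard errors and adjusted p values given as the paper's come from its Supplementary File 2, where the authors used DESeq2 on the counts of the single samples. The copy used here of the paper's sheet of 3322 genes without a call holds the first 1999 of them, so no overlap or enrichment was tested on it.

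A log2 ratio was computed for each gene as log2(RPKM + 4) in ammonium limitation minus log2(RPKM + 4) in nitrite limitation, less the median over the 2991 genes with a mean of at least 10 RPKM. A positive ratio is higher in ammonium limitation. The pseudocount understates the difference of genes with low values. A gene counted as higher in a condition beyond a log2 ratio of 0.58, the log2 threshold of the paper, which is a rule of size and not a test. The median that was subtracted is given with the description of the libraries, and RPKM values, folds of RPKM and shares were left as deposited. Subtraction of the median takes most genes as equal between the conditions, so a shift common to most genes cannot be seen in these ratios.

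Gene lists were compared with other genes by the percentile of their median log2 ratio among 10000 random lists of the same size, each member being replaced by a gene drawn from the 100 nearest in mean expression. A list with at least 5 members was taken as standing apart below percentile 2.5 or above 97.5. There were 28 lists, of which 21 had enough members, with 5 above and 3 below these bounds. In a test on simulated data with 200 random lists of 12 genes out of the 2991, all lay above the bounds after a shift of 1 on the log2 scale. Neighbouring genes vary together, and of 500 stretches of 6, 8 or 14 neighbouring genes 14.8%, 14.0% and 18.0% lay outside the bounds, a comparison added after the data were seen. For lists made up of neighbours the bounds are therefore passed more often than by random lists. The lists cover transporters and their regulators, the enzymes of the anammox reaction, respiratory complexes, carbon fixation and ammonium assimilation, ribosomal proteins, stress proteins, flagella, transposases and 2-component regulators. Some were chosen by the paper on these samples, as stated where they are used.

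The depth of each library was recovered from the averages printed with 6 digits in Supplementary Files 1 and 2, for 2952 genes, of which 2670 had a length. An average multiplied by the gene length is a sum of whole reads from 3 libraries, each weighted by its depth, and the 3 weights were found from the lowest sums, under 40 on the scale of reads per 1000000. The recovery was tested on simulated averages of these genes, and the 3 depths came back within 10 reads in 6 of 6 runs. In the real table the depths of a condition add up to 594010 reads in ammonium limitation and 959966 in nitrite limitation. The largest library holds 41.8% and 58.6% of them. With lengths permuted between genes 20 times, on average 0.651% and 1.07% of the low values came out whole. The rounded and the 6-digit averages differed by more than 0.05 RPKM for 1 gene, KSMBR1_2419. Reads of a single gene were taken as recovered only where 1 combination of whole reads fits and its chance of fitting is at most 0.05. That chance rises with the size of the sum, so genes with many reads were not recovered. Counts of recovered reads therefore lean towards genes with few.

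Reads behind other values were estimated from RPKM, length and the depth, taking an average of 3 libraries as worth 577111 reads in ammonium limitation and 756262 in nitrite limitation. The 95% intervals of the log2 ratios are exact Clopper-Pearson intervals on these reads, less the same median but without the pseudocount. A gene listed at 0 was compared with a floor of 3 reads over the total depth of the condition. Intervals and floors cover counting error only, and they are too narrow for differences between cultures. Lengths and positions are those of the RefSeq annotation of the MBR1 genome, matched by locus tag. Gene symbols are those of the deposited table.

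The named genes are those that the paper names at the sentence concerned, the 66 genes it calls, and members of the gene lists with large ratios. The values in Supplementary Files 1 and 2 had been seen when this rule was written. Its part on called genes whose replicate values do not overlap could not be applied to averages. Neighbours of these genes, and other genes given as examples of a level or a difference, were chosen after their values were seen. The lists, the pseudocount, the minimum, the size rule and the alternatives to them were set before the deposited table was examined. The minimum was judged from values in Supplementary File 2, which holds averages of the same samples. The percentile among random lists was not in that plan, which named camera for gene lists. The alternatives were the ratio as deposited, pseudocounts of 1 and 16 RPKM, a minimum mean of 30 RPKM or none, and a detection limit of more than 4 RPKM. A limit of at least 3 reads, lists without genes that share a homologue, and RPKM summed over genes that share one were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.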

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

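Of the tests in this part, the one of depth for the neighbouring genes KSMBR1_2291 to KSMBR1_2301 was chosen after the result was seen, and so were the sum for KSMBR1_0082 and the genes named, which stand out by level or difference and which the text of the paper does not discuss.

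The 11 neighbouring genes KSMBR1_2291 to KSMBR1_2301 carried 120 reads in nitrite limitation and none in ammonium limitation. Their products include enzymes that make the deoxysugars and amino sugars of surface polysaccharides, rfbE_4 at 18.5 RPKM and wcaG_2 at 11.8 RPKM in nitrite limitation, and the exporter msbA_2_1 at 8.0 RPKM.

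These genes belong to a wider pattern, in which genes seen in nitrite limitation alone were 2.75 times as many as genes seen in ammonium limitation alone, among the 3222 genes with reads and a length. The depth and the median shift of all genes would give a ratio of 3.52 if no gene differed, and depth alone 2.31, so library depth remains a candidate explanation for the imbalance as a whole. For KSMBR1_2291 to KSMBR1_2301 depth is argued against, since 58.5 reads would be present in ammonium limitation, the chance of none from counting error is 2.03e-21, and 5 of the 7 genes with recovered reads had them in all nitrite limited libraries. Whether other genes were switched on in 1 condition stays open, because 21.4% of the 131 genes with recovered reads carry at least 5 reads and 61 carry 1, which cannot be told apart from low expression in both conditions. Genes with many reads are left out of the 131, so that percentage may be too low. A response to the limitation, or a loss of the region from the culture by the later sampling time, may stand behind the 11 genes, and neither was tested.

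KSMBR1_2419, the transfer-messenger RNA that frees stalled ribosomes, had the highest value in the table, 183938.6 RPKM in nitrite limitation and 160101.3 RPKM in ammonium limitation, although reads of non-coding RNAs had been removed. KSMBR1_3384, annotated as a hypothetical protein in the table and as a non-coding RNA in RefSeq, had 75155.4 RPKM in nitrite limitation and 47630.8 RPKM in ammonium limitation. KSMBR1_4095, which carries no annotation, had 43546.9 RPKM in ammonium limitation and 40716.1 RPKM in nitrite limitation.

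KSMBR1_0082, a hypothetical gene beside the transposase gene tnpA_2_1, had 143.0 RPKM in ammonium limitation and 1.9 RPKM in nitrite limitation, the latter from 2 reads in 1 library, a 75.3-fold difference with a log2 ratio of 4.98 (interval 4.85 to 8.72). It shares its listed RU1 homologue with KSMBR1_3122, which was at 0 against 76.3 RPKM, and summed over the 7 genes with that homologue the values were 258.5 and 355.1 RPKM. The paper's log2 fold change for it has a standard error of 3.06 and an adjusted p of 0.483.

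The 8 neighbouring genes KSMBR1_3431 to KSMBR1_3438 were all higher in nitrite limitation, with a median log2 ratio of -1.76 and a range from -2.92 to -1.38. They include the diheme cytochrome gene KSMBR1_3437, at 53.6 against 9.8 RPKM, and KSMBR1_3432, at 116.0 against 25.1 RPKM. The paper calls KSMBR1_3432, KSMBR1_3433 and KSMBR1_3436 among them and does not discuss them.

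KSMBR1_3600, the hypothetical gene beside hzsC_2, was 3.48-fold higher in ammonium limitation. KSMBR1_3720, a hypothetical gene that the paper assigns to signal transduction, was 11.3-fold higher there, although it lies close to amt_4, nrp_3 and nrp_4, which were higher in nitrite limitation.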

How the results depend on the processing

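The limit of at least 3 reads, the lists without repeated genes and the sums over genes with the same homologue were chosen after the data were seen. The counts of genes past the size limit moved most with the scaling. Without subtraction of the median, 262 genes were higher in ammonium limitation and 889 in nitrite limitation, so that 22.8% of these genes and not 58.1% were higher in ammonium limitation. The count in nitrite limitation was 227 at a pseudocount of 16 and 200 at a minimum mean of 30 RPKM, which tests 2266 genes; at these settings 357 and 317 were higher in ammonium limitation. With a pseudocount of 1 the counts were 506 and 375, and with no minimum 56.6% of the genes past the limit, out of 3388, were higher in ammonium limitation. Genes detected in ammonium limitation alone numbered 89 with more than 4 RPKM as the limit, against 143 in nitrite limitation alone, and 16 with at least 3 reads, against 54. The same 8 lists stood apart with pseudocounts of 1 and 16 and a minimum mean of 30 RPKM, and 7 of them with no minimum, where the nitrite transporter homologs did not; leaving out the subtraction moves all genes alike and cannot change a percentile. Without repeated genes hydrazine synthase had too few members to compare. Of 344 genes compared across settings, those of the lists, the paper's calls and others named, 147 passed the size limit and none of these changed sign. As deposited 26 of them no longer passed it, among them KSMBR1_0703, nuoI_1, nuoM_1, KSMBR1_3082, KSMBR1_3083, narK_1 and amtb_1, and at a pseudocount of 16, 13 no longer did, among them KSMBR1_3082, narK_1 and hdh_1. Of the genes within the limit 76 changed sign as deposited, such as hao_3 from 0.30 to -0.05 and gdh_1 from 0.07 to -0.27, and 9 at a pseudocount of 16. Among 28 list medians 7 turned negative as deposited, those of the Rieske-heme b complexes, acetyl-CoA pathway, chaperones, oxidative and nitrosative stress, second ATP synthase locus, sodium-translocating NADH dehydrogenases and two-component regulators, all within the bounds of random lists, and 2 at a pseudocount of 16. Summed over the genes that share its homologue, the log2 ratio of KSMBR1_0082 went from 4.98 to -0.11, that of KSMBR1_3122 from -3.98 to -0.11 and that of KSMBR1_3846 from -4.03 to -0.35, and KSMBR1_3868 kept its side at 1.00; the cause was not tested. Without repeated genes the median of transposases and insertion elements turned positive. No paired analysis was possible because the columns hold averages of the samples. For the same reason quantile normalization, a fit without the trend, vooma weights, leaving out each replicate, a limit on adjusted p alone and detection in at least 2 samples were not run. Reads per library were recovered for part of the genes only, so detection by sample could not be counted for all. Depth limits the genes of low expression: 79 of the 131 genes seen in 1 condition with recovered reads rest on 1 or 2 reads. The recovery leaves out genes with many reads, so this count holds for the 131 only.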

Differences from the paper's values

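The counts with more than 4 RPKM belong to an alternative set before the deposited table was examined. The readings from Fig. 2A were compared after the values were seen, and the scale used for them was chosen because it agreed.

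The paper counts 7 annotated genes among those seen in ammonium limitation alone, and 13 were counted here, as genes whose annotation is neither hypothetical protein nor putative ORF. With more than 4 RPKM taken as detected the count was 19, so this alternative does not close the difference. For nitrite limitation alone the paper counts 23, and 33 were counted here, or 40 with that alternative. Counting only the annotated genes above 4 RPKM, a restriction looked at after the values were seen, gives 7 and 23, which are the paper's numbers. It is not the paper's definition, since the paper puts 18 of its 23 above 4 RPKM. The paper gives no definition of an annotated gene.

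The paper sets aside 53 structural RNA genes and counts 654 other genes without transcripts, and 47 tRNA and rRNA genes of the RefSeq annotation were set aside here, which leaves 660. The 2 counts therefore leave out different numbers of genes from the same 707.

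The paper gives 1.3 to 4.5 reads per sample after trimming, in units of 1000000. In the same unit 0.172 to 0.562 were recovered here as the mapped reads behind the RPKM, with no alternative set for them. These do not count the same reads, since reads of non-coding RNAs were removed in between.

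In Fig. 2A the axis is labelled log2, and nrp_2 stands at about 2.4, read by eye, with KSMBR1_3122 and KSMBR1_3846 each at about -2.2. The log2 ratio of nrp_2 here was 6.82. On a scale of the natural log of the ratio of RPKM + 1, divided by 2, the values here are 2.39, -2.17 and -2.19, close to the readings. This scale was found by trial, after the log10 ratio of RPKM, the paper's fold changes as log10, those fold changes divided by 3, and the same natural log scale without the added 1. The added 1 was worked out from the readings of KSMBR1_3122 and KSMBR1_3846, so their agreement is no independent support. The point of nrp_2 carries no label of its own and was taken as the outermost of its group. The scale the authors used is therefore not established, only that the positions are not the log2 ratios computed here.

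The paper names KSMBR1_3038 as the IS66 transposase higher in ammonium limitation. In the values used here KSMBR1_3038 was lower there, with a log2 ratio of -0.35, and KSMBR1_3868, which Supplementary File 2 of the paper lists in its place, had a ratio of 1.81. The paper places its called genes among those expressed in both conditions, and KSMBR1_3122 and KSMBR1_3846 are listed at 0 in ammonium limitation.

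The text of the paper gives the locus KSMBR1_3598 to CO dehydrogenase, and the value it prints for that enzyme is that of KSMBR1_1325, at 651.7 RPKM, while KSMBR1_3598 is fdoI.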

Other observations

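The test of the summed hydrazine synthase copies and that of the length of genes without a homologue were chosen after the result was seen, and so were the examples named below.

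Genes of flagella and motility stood apart from other genes. Of 38 such genes, 23 were higher in ammonium limitation and 1, motB_4 of the flagellar motor, in nitrite limitation, with a median log2 ratio of 0.83 at the 100th percentile of random lists. Without subtraction of the all-gene median the counts were 15 and 6 and the median 0.48. Many of these genes are neighbours, which vary together, so the percentile overstates how far the list stands apart. The flagellin gene KSMBR1_1095, for the subunit of the filament, had 1468.2 RPKM in ammonium limitation against 781.7 RPKM in nitrite limitation, and KSMBR1_3049, another flagellin, 430.7 against 171.9 RPKM. The switch gene fliM_1 had 99.5 against 41.8 RPKM and the export genes flhB_1 and fliQ had 36.5 against 13.0 RPKM and 71.6 against 31.4 RPKM. Their neighbours of the same annotation, fliM_2 and flhB_2, had 35.8 against 56.6 RPKM and 16.2 against 13.6 RPKM. Both were within the size limit, with log2 ratios of -0.26 and 0.54. Several members, such as flhA_1 to flhA_6, carry the same annotation and are counted as separate genes. Whether such neighbours, fliM_1 and fliM_2 or flhB_1 and flhB_2 among them, are pieces of 1 gene was not tested. The gene motB_4 had 199.6 RPKM in ammonium limitation and 447.3 RPKM in nitrite limitation. The paper calls KSMBR1_3049 with a log2 fold change of 1.73 (standard error 0.397, adjusted p = 0.000746) and does not report on flagella as a group.

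Among 32 chaperones and heat shock proteins, 5 were higher in ammonium limitation and none in nitrite limitation, with a median of 0.06 at the 93.7th percentile, which is within the bounds. Without subtraction of the all-gene median, 4 were higher in ammonium limitation and 6 in nitrite limitation. The small heat shock genes hsp21, hsp1 and hsp2, which are neighbours, had 55.1 against 16.6, 72.8 against 14.2 and 180.1 against 102.6 RPKM, while groEL_4, an abundant chaperonin gene, had 1673.8 and 1914.8 RPKM. Of 43 2-component regulators, 11 were higher in ammonium limitation and 4 in nitrite limitation, with a median of 0.18 at the 94.5th percentile, and 5 and 10 without that subtraction, so the balance turns with the scaling. The response regulator gene cheY_4 had 166.1 against 82.5 RPKM, and cheY_3 had 84.2 RPKM in nitrite limitation against 18.4 RPKM in ammonium limitation.

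Other lists showed little difference. Of 12 ribosomal protein genes, rpl31 and KSMBR1_2215 were higher in nitrite limitation, at 263.1 against 126.9 and 434.3 against 166.6 RPKM. Their median was -0.24, at the 16.0th percentile, and 6 of them passed the size limit towards nitrite limitation without subtraction of the all-gene median. None of 8 genes of sodium-translocating NADH dehydrogenases (median 0.02, 82.7th percentile), none of 6 of the group 4 hydrogenase (median -0.07, 28.6th percentile) and none of 7 of oxidative and nitrosative stress (median 0.06, 62.8th percentile) passed the limit, and without that subtraction 1, 2 and 1 of them passed it towards nitrite limitation. The catalase gene kat had 74.8 and 66.6 RPKM and the nitric oxide detoxification gene norVW 61.7 and 76.0 RPKM in ammonium and nitrite limitation. In the second ATP synthase locus of 8 genes, atpE_1 was higher in ammonium limitation and atpB_1 in nitrite limitation, both with intervals that include 0, and the median was 0.19 at the 72.6th percentile. Without that subtraction none was higher in ammonium limitation and 2 were higher in nitrite limitation, with a median of -0.16, and at a pseudocount of 16 none passed the limit.

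The copies of the hydrazine synthase genes had either nearly equal or very low RPKM. A candidate explanation is that reads of near-identical copies were divided between them, or given to 1 of them, during mapping. The RPKM summed over the copies differed by at most 1.28-fold between subunits, while the highest single copies differed by up to 2.71-fold. Division of reads keeps the sum of each subunit, but it does not require the sums of different subunits to be equal. The similar sums therefore cannot decide whether reads were divided. The values cannot show whether the low copies are expressed, and no biological explanation was tested.

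Another pattern is the set of genes with no reads in either condition. Genes whose RU1 homologue is shared with another MBR1 gene were at 0 in 41.2% of 430 cases, against 1.43% of 2804 genes with a homologue of their own, 28.9 times as often. Reads that could fit several copies are a candidate explanation for part of the set, but 67.1% of it, 443 genes, have no homologue listed and are not covered. Whether short genes, which give few reads, make up part of the set stays open: the median length of genes at 0 was 0.293 of that of the other genes among genes with a homologue of their own, a group that holds 6.06% of the set and in which 62.5% of the genes at 0 have a length. Over the whole set this ratio was 0.739, and among genes without a homologue, where genes at 0 were the longer, it was 1.26, or as low as 0.491 depending on the lengths that are missing; whether these genes are silent under both limitations was not tested.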
